# Genome-enabled discovery of evolutionary divergence in brains and behavior

**DOI:** 10.1038/s41598-021-92385-8

**Published:** 2021-06-21

**Authors:** Chinar Patil, Jonathan B. Sylvester, Kawther Abdilleh, Michael W. Norsworthy, Karen Pottin, Milan Malinsky, Ryan F. Bloomquist, Zachary V. Johnson, Patrick T. McGrath, Jeffrey T. Streelman

**Keywords:** Developmental biology, Evolution, Neuroscience

## Abstract

Lake Malawi cichlid fishes exhibit extensive divergence in form and function built from a relatively small number of genetic changes. We compared the genomes of rock- and sand-dwelling species and asked which genetic variants differed among the groups. We found that 96% of differentiated variants reside in non-coding sequence but these non-coding diverged variants are evolutionarily conserved. Genome regions near differentiated variants are enriched for craniofacial, neural and behavioral categories. Following leads from genome sequence, we used rock- vs. sand-species and their hybrids to (i) delineate the push–pull roles of BMP signaling and *irx1b* in the specification of forebrain territories during gastrulation and (ii) reveal striking context-dependent brain gene expression during adult social behavior. Our results demonstrate how divergent genome sequences can predict differences in key evolutionary traits. We highlight the promise of evolutionary reverse genetics—the inference of phenotypic divergence from unbiased genome sequencing and then empirical validation in natural populations.

## Introduction

Our understanding of how the genome encodes natural variation in form and function is still limited. This is the case for almost any trait, from height to behavior to complex disease^1^. The reasons for this are manifold, but they include an underappreciated role of non-coding genetic variants linked to differences in traits. This is apparent in our assumptions and in syntheses of data. For instance, only 25 years ago, experts thought that the human genome might contain 70,000 to over 100,000 genes to account for our complexity^2^. More recently, it has been estimated that upwards of 93% of human disease related variants—traits for which we have the most data from genome wide association studies (GWAS)—reside in noncoding DNA sequence^3^. Many of these noncoding variants are regulatory, that is, they affect the expression of genes^4^. Moreover, gene expression differences are likely to play a significant role in the evolution of closely related species^5,6^. Therefore, despite a refined understanding of how single genes work in controlled cellular environments, it remains unclear how the genome is activated to produce natural phenotypes, and this may be particularly vexing for context-dependent processes like development or behavior.

Over the past two decades, systems have been developed to identify the genetic basis of traits from nature^7^. Amongst vertebrate animals, these traits include body armor^8^, color^9^, head and jaw shape^10–12^, parental care^13,14^, song^15^ and coordinated movement^16^. The take home message from this work has been that a small number of genes from recognizable pathways explain a considerable proportion of phenotypic variance. Yet, these studies may be biased in interpretation and limited in inference space. The focus is typically on one or two species and one trait at a time, often using hybrid pedigrees founded by a small number of individuals, and candidate gene or QTL approaches. Here, we explored a different strategy in a system of many species with many divergent traits. We sought to determine the genetic differences between closely related groups of species and then to focus experiments on leads from genome divergence. In essence, we’ve asked the genome which traits to follow. This approach is similar to genome-first examples in mammals^17,18^ wherein unbiased analysis of genome data selects the traits rather than a trait-first model like QTL mapping.

The Malawi cichlid system is an apposite one for our research aims. The assemblage comprises hundreds of closely related species that have diversified in the last 500,000 to one million years^19^, such that the genomes of individuals across species boundaries remain highly similar^20^. An appreciable fraction of genetic polymorphism identified in Malawi species is shared with cichlid lineages from throughout East Africa—suggesting that ancient genetic variation fuels diversification of the Malawi flock^21^. Set against this background of genome similarity, Malawi cichlids exhibit staggering diversity in phenotypes including pigmentation^22^, sex determination^23,24^, craniofacial and brain patterning^10,25,26^ and social behavior^27–29^. Previous work has focused on the genomic and early developmental underpinnings of this diversity, in rock- *vs*. sand-dwelling species^20,25,26,30^.

Rock- vs. sand-species form ecologically distinct groups similar to other ecotypes in well-known evolutionary radiations (marine *vs*. freshwater sticklebacks; tree *vs*. ground finches and anoles)^31^. The main difference in this case is that each of the rock- and sand- groups contains more than 200 species. Recent divergence, rapid speciation and meta-population dynamics synergistically lead to the broad sharing of polymorphism across the rock-sand speciation continuum^21,32^. Malawi rock-dwellers tend to be strongly territorial and aggressive; they breed and feed at high density in complex rock-reef habitats. Most eat algae from the substratum with strongly reinforced jaws packed with teeth. Adult rock-dweller brains exhibit enlarged anterior components, telencephala and olfactory bulbs. Sand-dwellers are less site-specific and less aggressive. They often breed on communal leks where males build sand ‘bowers’ to attract females^33^. Many capture small prey using acute vision and fast-moving gracile jaws; their brains and sensory apparatus are elaborated for more posterior structures optic tecta, thalamus and eyes (Supplementary Fig. S1). We aimed to understand evolutionary divergence between rock- and sand-dwelling lineages by identifying the number, type and spectrum of genetic variants that separate these groups.

To target this primary axis of evolutionary divergence in the Lake Malawi species assemblage^31^, we compared whole genomes of one male individual each from 8 rock-dwelling and from 14 sand-dwelling species (Supplementary Table S1), to an average of 25X coverage per individual. Species were chosen to represent the diversity present within each of the rock- and sand-groups (Fig. 1A), in terms of body size, color pattern, ecology and phylogenetically defined lineages within the sand- species group^32^.

**Figure 1:**
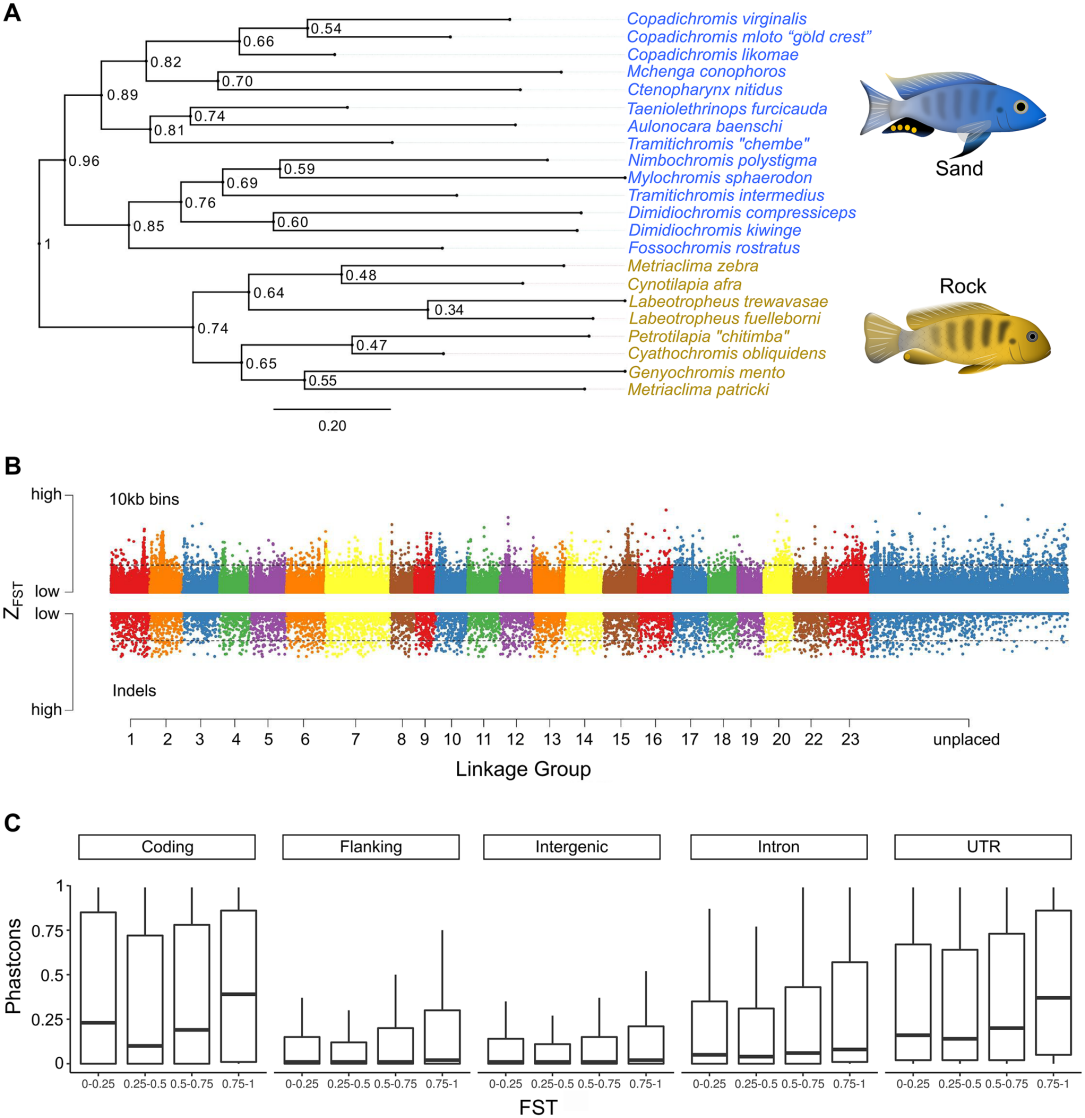
The genomic substrate for rock vs. sand evolution. (**A**) A maximum likelihood phylogeny of eight rock- and 14 sand-dwelling species, based on variable sites (informative SNP and InDels) identified throughout the genome. “Sand” species contain representatives of the lineages “shallow benthic, deep benthic and utaka” from Ref.^32^, while the “rock” species correspond to the “mbuna” lineage. (**B**) A plot of Z-F_ST_ (F_ST_ normalized using Fisher’s Z-transformation) across the genome (ggplot2 v3.3.3https://ggplot2.tidyverse.org/), plotting genomic divergence between rock- vs. sand-dwelling groups. Single nucleotide polymorphisms (SNPs) summed over 10 kb bins and insertion-deletion mutations (InDels) are shown on the same scale. Numbers along the x-axis refer to linkage groups (i.e., chromosomes) and threshold lines indicate 2.5% FDR. (**C**) Evolutionary conservation (PhastCons) scores were calculated for each nucleotide across the genome, subdivided by genome annotation and plotted by bins of increasing F_ST_. The PhastCons score for each genome category is significantly higher for increasing bins of F_ST_ (pairwise Wilcoxon rank sum p value < 2e−16 for each pair of bins).

## Results

### The genomic signature of rock-sand divergence

We compared the genomes of 8 rock dwellers and 14 sand dwellers to uncover the genomic signature of rock- versus sand-evolutionary diversification. We aligned sequence data to a reference genome of nearly 1 gigabase^34^ and identified approximately 22 million Single Nucleotide Polymorphisms (SNPs) and 200,000 Insertion-Deletions (InDels). We calculated F_ST_ per variant, and averaged across 10 kb windows, to quantify divergence between rock and sand species. We found that 0.06% of SNPs and 0.44% of InDels are alternately fixed between rock- and sand-groups. When these divergent variants and genome regions (2.5% FDR) are mapped to linkage groups (chromosomes), it is apparent that the signature of rock- vs. sand-divergence is distributed relatively evenly across the chromosomes (Fig. 1B). Among fixed variants, 3.5% were found in coding regions and 96.5% were predicted to be non-coding; ~ 17% in intergenic regions, 38% in introns, 38% in flanking regions (within 25 kb up- or down-stream of a gene), and 3% in annotated UTRs. Rock vs. sand fixed coding variants were more likely to be missense/loss-of-function (72.6%) than silent (27.3%).

We next generated whole-genome alignments of five published cichlid reference genomes from across East Africa^35^ and estimated an evolutionary conservation score for each nucleotide position. Akin to phylogenetic footprinting, this approach allows inference of function for regions that are slower to change than others due to the long-term effect of purifying selection. For both coding and non-coding portions of the genome, we found that rock-sand divergence correlates positively with evolutionary conservation scores (Fig. 1C), suggesting that differentiated rock-sand variants, including many non-coding variants, are enriched for function.

4484 genes lie within 25 kb of either an alternately fixed variant or a highly divergent 10 kb window (2.5% FDR). Pathway enrichment analysis^36^ of human homologs/analogs for these genes reveals categories spanning early embryonic development, craniofacial morphogenesis, brain development, synaptic transmission and neuronal function (Supplementary Table S2). In particular, rock-sand divergent genes are enriched for GO Biological Process terms ‘telencephalon development’ (p < 1.7e−18), ‘adult behavior’ (p < 2e−14), ‘synaptic plasticity’ (p < 1.4e−12), ‘odontogenesis’ (p < 3.7e−11), ‘response to BMP’ (p < 3.2e−09), ‘gastrulation’ (p < 5.6e−06), ‘face morphogenesis’ (p < 8.9e−08), ‘neural crest cell differentiation’ (p < 4.3e−13), and ‘eye development’ (p < 1.3e−15). Over-represented gene families included nuclear hormone receptors (p < 3.0e−08), HOXL subclass homeoboxes (p < 1.4e−07), TALE class homeoboxes (p < 4.2e−04) and Forkhead boxes (p < 9.33e−04; for novel expression domains in cichlid *foxp2* see Supplementary Fig. S2). We observed enrichment for the mouse phenotypes ‘abnormal cognition’ (p < 3.3e−15), ‘abnormal learning and memory’ (p < 2.6e−15), ‘abnormal craniofacial morphology’ (p < 4.9e−11) and ‘abnormal social/conspecific interaction’ (p < 7.1e−14). We used the list of differentiated genes to query an Allen Brain Atlas dataset that reports gene expression in hundreds of brain regions^37^. Rock- sand-divergent genes were enriched for the basomedial nucleus of the amygdala, a sub-region of the telencephalon (p_adj_ = 0.001) that regulates fear, anxiety, and physiological responses to territorial intruders in rodents^38,39^, and has been linked to Social Anxiety Disorder in humans^40^. Finally, we queried databases of genes involved in human disease. Genes near divergent variants are significantly enriched for factors implicated in neurological disease like Autism Spectrum Disorder (SFARI^41^, Fisher’s exact test p value < 2e−16) and disorders related to the neural crest^42^, (Fisher’s exact test p value < 2e−16).

Given the prevalence of evolutionarily conserved, non-coding, divergent rock-sand variants and genome-wide enrichment for craniofacial and neural crest biology, we examined overlap with published datasets of mammalian neural crest and craniofacial enhancers^43,44^. These data allow us to identify craniofacial and cranial neural crest cell (CNCC) enhancers conserved between mammals and cichlids and fixed variants between rock and sand species within these conserved regulatory elements. A total of 275 craniofacial enhancer elements and 234 human CNCC enhancers are evolutionarily conserved between mammals and cichlids. We found divergent rock-sand mutations within the enhancer elements of key genes integral to CNCC specification and migration (Supplementary Table S2). Notably, from both datasets, fixed rock-sand variants were found within the enhancer region of the gene *nr2f2*, a nuclear receptor and master neural crest regulator^45^. Rock-sand divergent variants were similarly located within craniofacial enhancers of three genes (*yap1*, *fat4*, *rere*) that function in the Hippo signaling pathway, as well as within enhancers of *irx3* and *axin2*. These data linking rock-sand fixed SNP/InDels to evolutionarily conserved, experimentally verified enhancers further underscore the importance of non-coding variation in the craniofacial evolution of rock- and sand-lineages^46^.

Genome-wide divergence between rock vs. sand Malawi cichlids involves a relatively small percentage of genetic variants. Divergent variants are (a) predominantly non-coding, (b) in long-term evolutionarily conserved loci (c) enriched for genes and pathways involved in embryonic development, brain development, brain function and behavior, and craniofacial morphogenesis. Given these strong patterns of enrichment, we used the experimental power of the Malawi cichlid system to interrogate features of early development and adult behavior that differ between rock- and sand-groups.

### A gastrula-stage map of forebrain diversification

Rock- vs. sand-dwelling Malawi cichlids exhibit divergence in or near genes enriched for BMP signalling, gastrulation, eye and telencephalon development, as well as the TALE (Irx) gene family. To explore the developmental consequences of this differentiation, we investigated early forebrain specification in rock- and sand-embryos, building upon our previous studies and interest in *irx1b* and early brain development^25,26^. During development, the complexity of the vertebrate brain is first laid out in the neural plate, a single-cell thick sheet of cells that forms between non-neural ectoderm and the germ ring at gastrulation. Irx genes act as transcriptional repressors of BMP signal in gastrulation, and function to specify the neural plate^47^. BMPs, in turn, are protective of the anterior-most region of the neural plate, which will ultimately give rise to the telencephalon, and suppress the eye field^48^. Given alternatively fixed variants in the *irx1b* gene, expected interactions between Irx and BMP signaling in the early embryo and known telencephalon vs. eye size differences between rock- vs. sand-species^25,26^, we examined and quantified the early activity of *irx1b* and BMP in rock- vs. sand-embryos.

We used a custom device to orient and image cichlid embryos *in toto* at gastrula and neurula stages^49^. In early gastrula (EG), *irx1b* (red) and BMP signal (green, PSMAD) delineate complementary dorsal and ventral domains of the embryo (Fig. 2A). By mid-gastrula (MG), *irx1b* shows two expression domains, one in the posterior portion of the developing neural plate (np) and the second co-expressed with PSMAD activity around its anterior border (white arrowheads). By late gastrula (LG), the domains of *irx1b* expression and PSMAD activity sharpen around the leading edge of the neural plate but remain overlapping around the periphery. Notably, *irx1b* expression is expanded in the anterior domain of sand-dwellers (S) compared to rock-dwellers at EG and MG, and then defines the boundary of the neural plate earlier in sand-dwellers (S) in LG (arrowheads). As a consequence, BMP signal should have a longer-lasting influence on the neural plate in rock-dwelling species. Based upon manipulative experiments in zebrafish^48^, this is predicted to result in a relatively larger presumptive telencephalon and smaller eye field.

**Figure 2:**
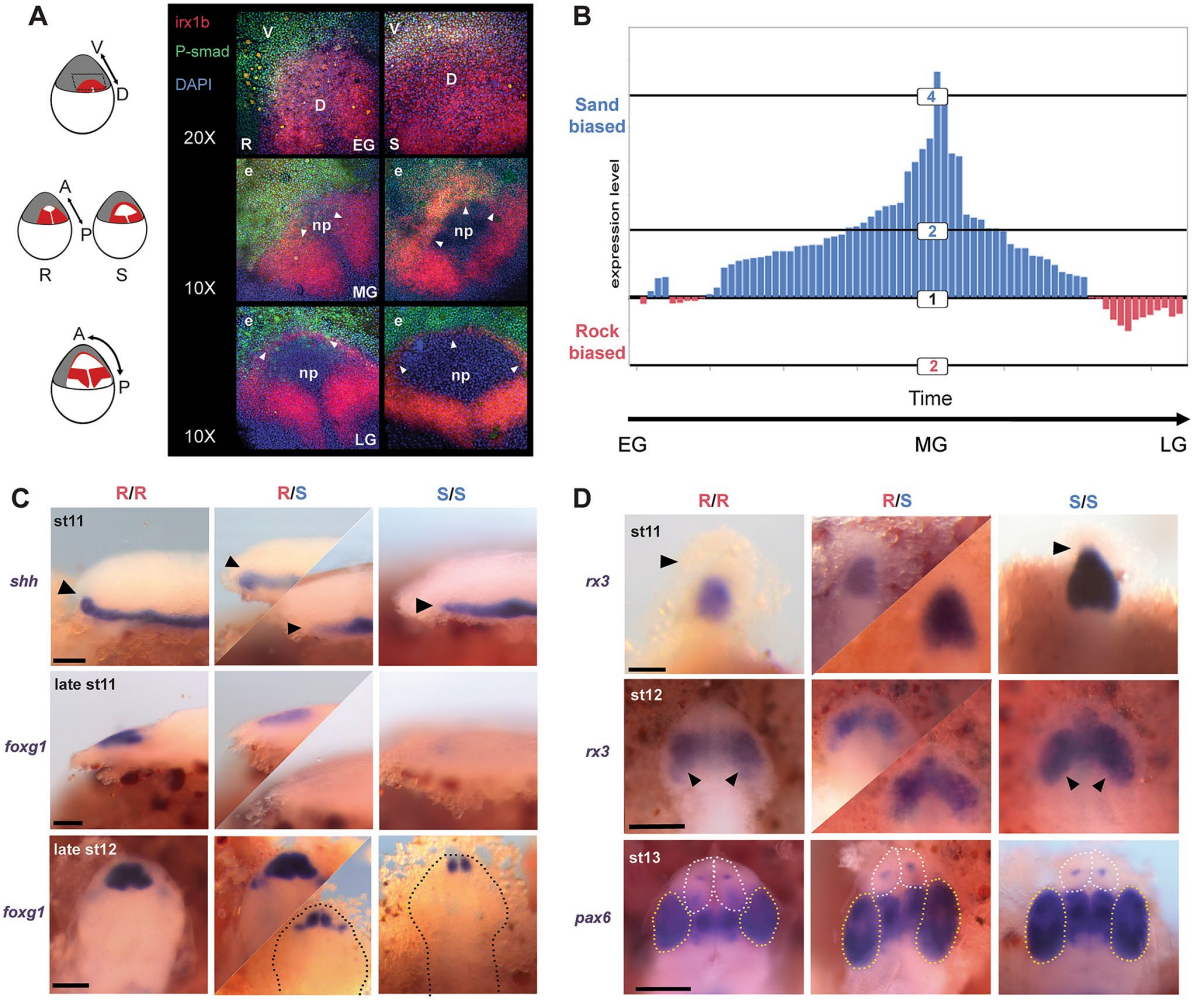
A gastrula-stage map of forebrain diversification. (**A**) Double in situ hybridization—immunohistochemistry to visualize *irx1b* expression (red) and BMP [PSMAD] activity (green) across the stages of cichlid gastrulation; DAPI in blue. Three rows represent early, mid and late gastrulation (EG, MG, LG) in embryos of rock- (R) and sand-dwelling (S) species. Sand-dwellers show expanded *irx1* expression in the dorsal portion of the embryo at EG, expanded *irx1b* expression in the anterior domain at MG (arrowheads) and clear PSMAD activity from the developing neural plate (np) earlier in LG (arrowheads). *e* epidermis. Schematics at left show *irx1b* expression domains in red, on cartoons of cichlid embryos. (**B**) Relative expression of rock (red) and sand (blue) *irx1b* alleles, sampled from 74 heterozygous rock-X sand-F_2_ embryos, across the stages of gastrulation. F_2_ embryos were sampled at stage 9 (gastrulation). Because Malawi cichlid species are maternal mouthbrooders and eggs are fertilized in batches per brood, each brood’s embryos vary in timing of fertilization by up to 4 h. Embryos within broods can therefore be sub-staged in gastrulation (see “Materials and methods” section). Each bar on the plot represents the relative allelic expression of sand- and rock-*irx1b* in a heterozygous F_2_ individual. Quantification of allele-specific expression (ASE) shows that levels are sand-biased, and that this effect is strongest in MG. (**C**) In situ hybridization of *shh* and *foxg1*, during neurula stages, showing development of the telencephalon in rock-X sand-F_2_ embryos, indexed for *irx1b* genotype. F_2_ individuals homozygous for rock-*irx1b* alleles (R/R) show a more dorsal progression of *shh* expression (black arrowheads), an earlier and a larger expression domain of the telencephalon marker *foxg1*. The top two rows are lateral views; bottom row is a dorsal view. Dotted lines demarcate the outline of the embryo in dorsal view. Heterozygous individuals exhibit greater variation in expression domains (middle columns), indicating that genetic factors other than variants in *irx1b* contribute to this phenotype. (**D**) In situ hybridization for *rx3* and *pax6*, during neurula stages, chart the development of the eye field in rock- X sand- F_2_ embryos indexed for *irx1b* genotypes. F_2_ individuals homozygous for sand-*irx1b* alleles (S/S) show larger domains of *rx3* (black arrowheads) and larger eyes (*pax6*, also marked by yellow dotted line), but smaller telencephala (white dotted line). All panels are dorsal views. Heterozygous individuals exhibit greater variation in expression domains (middle columns), indicating that genetic factors other than variants in *irx1b* contribute to this phenotype.

We developed a panel of rock-x sand-hybrid crosses to formally evaluate the role of *irx1b* in forebrain diversification. First, we used quantitative RT-PCR to measure allele-specific expression (ASE) in heterozygous rock-x sand-F_2_ hybrids, across the stages of gastrulation. We observed that the sand-*irx1b* allele was expressed at significantly higher levels (average of 2.5-fold; p = 4.5e−13; Student’s t-test) and that this difference was largely confined to MG (Fig. 2B). Next, we used hybrid embryos to chart the development of the telencephalon and the eye field. Rock-x sand-F_2_ hybrids, indexed for *irx1b* genotype, were raised to neurula and somitogenesis stages and we examined the expression of *shh* (which induces *foxg1* and the ventral forebrain), *foxg1* (a marker of the telencephalon), and *rx3* (a marker of the eye field), by in situ hybridization. F_2_ individuals homozygous for rock-*irx1b* alleles exhibited a larger and more rostral domain of *shh* expression, an earlier and larger domain of *foxg1* and a smaller *rx3* domain (Fig. 2C,D). These differences between rock- vs. sand-*irx1b* genotypes match expression divergence observed amongst rock- vs. sand-species^25,26^. Finally, when we compared the relative size of the telencephalon among *irx1b* genotypes, individuals homozygous for rock-alleles exhibited larger telencephala (p < 0.0001, Tukey’s test, Supplementary Fig. S3). We conclude that genetic variants in and around the *irx1b* gene contribute to divergent specification of the Malawi cichlid forebrain, likely via spatial, temporal and quantitative variation in the expression of *irx1b* itself.

Our genome sequencing revealed a near-fixed InDel in the 3′ UTR of the Malawi cichlid *irx1b* gene (Supplementary Fig. S4). Rock-species possess an 85 bp insertion, compared to cichlid species from outside of the Malawi lineage. Sand-dwellers largely lack the insertion and exhibit a 6 bp deletion compared to outgroups. The insertion shows strong genetic similarity to a fragment from the Rex1 family of non-LTR retrotransposons^50^. Given the likelihood that *Astatotilapia calliptera* populations surrounding Lake Malawi may have seeded the Malawi evolutionary radiation and contributed to rock- and sand-dwelling lineages^21,32^, we explored the presence/absence of this InDel in *Astatotilapia* samples. We found that most *Astatotilapia* individuals and populations had the rock-*irx1b* allele (the insertion), but that an individual from Chizumulu Island was fixed for the sand- allele and two individuals sampled from Itupi were heterozygous. Because the 85 bp insertion in rock-species is a partial Rex1 fragment, and sand- species carry a 6 bp deletion compared to outgroups, we speculate that the current rock- and sand-divergent alleles were generated by at least two imperfect excision events of an element that invaded the genome of the Malawi + *Astatotilapia* ancestor. Rex1/Babar retrotransposons have been active in African cichlid genomes, and are known to influence gene expression when inserted in 5′ and 3′ UTRs^35^. Future experiments will determine whether this Rex1 insertion causes the differences in *irx1b* gene expression and forebrain specification we observed.

### Genomics of divergent social challenge and opportunity

Rock- and sand-dwelling Malawi cichlids live in strikingly different social and physical environments. Rock-dwelling males tend to be more aggressive than sand-dwellers^27^ and defend territories year-round as sites for feeding and breeding. By contrast, sand-dwellers are more exploratory than rock-dwellers^29^ and only breeding males tend to be territorial, often building sand bowers to attract females and mitigate male–male aggression. Given these observations and genome-wide enrichment for categories related to adult behavior and social interaction, we designed an experimental paradigm to investigate brain gene expression profiles associated with divergent rock- vs. sand-social behaviors.

We evaluated social challenge and opportunity amongst males using a large tank with a ‘rock’ habitat at one end and ‘sand’ at the other, separated by glass bottom (Fig. 3A). When parental rock-species are placed in this tank paradigm, males court females on the rock side of the tank. Males of sand-species court females over sand and construct species-appropriate bowers. When single hybrid rock-x sand-F_1_ males are placed in this arena with hybrid F_1_ females, males invariably court females over the ‘rock’ habitat. However, when two rock-x sand-hybrid F_1_ males (brothers) were allowed to compete for gravid hybrid F_1_ females in this tank paradigm, we observed something different. One male, typically the larger, courted females over the rock habitat, and the other simultaneously constructed bowers to court females over the sand. We found no difference in gonadal-somatic index (GSI), an established biological metric of reproductive status and maturity^51^, between F_1_ males behaving as ‘socially rock’ vs. ‘socially sand.’ (Supplementary Fig. S5). Our observation of divergent behavior between F_1_ brothers in the same tank suggests an interaction between the genome and the social environment.

**Figure 3:**
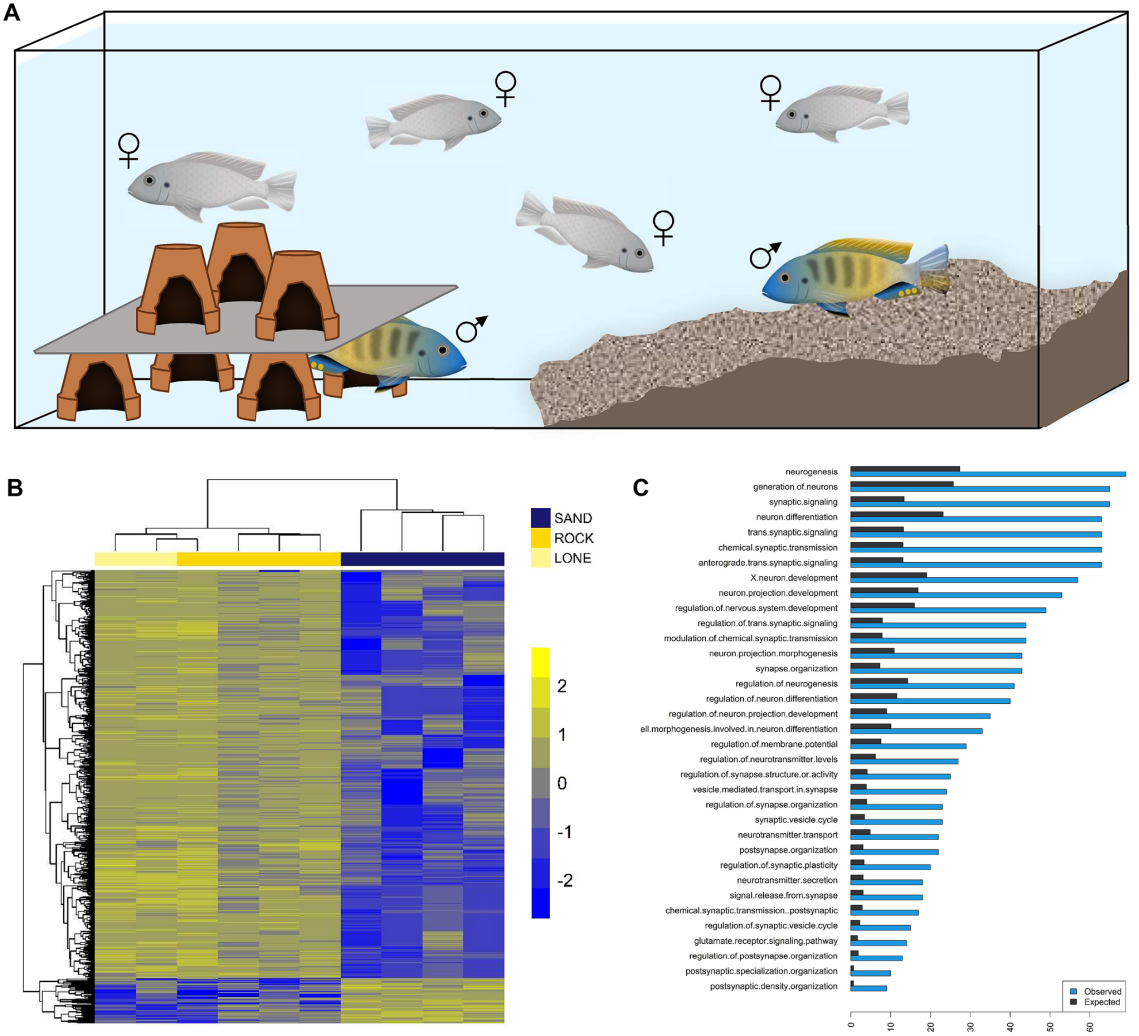
Genomics of divergent social context. (**A**) Schematic of the social context behavioral paradigm, in which rock-, sand- and rock-X sand-F_1_ hybrids were evaluated. (**B**) Heatmap of genes (ggplot2 v3.3.3 https://ggplot2.tidyverse.org/) differentially expressed in the brains of F_1_ males behaving in either rock or sand social contexts. Each row in the heatmap is a gene, each column is an individual. R individuals are socially rock, S individuals are socially sand and the numbers indicate sibling pairs. Two F_1_ males were not paired with other males, and courted females over the rock habitat (lone). All other F_1_ males (n = 8) were introduced to the testing arena in dyads. Notably, male brain gene expression clusters by social context and not fraternal relationships. (**C**) Gene Ontology (GO) Biological Process terms that show greater than expected overlap between (i) genes differentially expressed in the brains of social rock- vs. social sand-males and (ii) genes that are differentiated in the genomes of rock- vs sand-species groups.

We used RNA-seq to investigate gene expression profiles associated with behavior of rock-x sand-F_1_ hybrid males that were actively courting females over rock vs. sand. 

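Brain RNA was compared between 3 groups of F1 hybrid males: 4 that courted over rock in a dyad (social rock), their 4 brothers that courted over sand (social sand), and 2 tested alone that courted over rock (lone). Each dyad came from 1 brood of a rock male and a sand female. Broods 1 to 4 were crosses of Metriaclima zebra with Tramitichromis intermedius, Petrotilapia nigra with Aulonocara baenschi, Petrotilapia nigra with Mchenga conophoros, and Labeotropheus fuelleborni with Mchenga conophoros. Lone male 4 was a further brother of brood 4, and lone male 5 came from a cross of Metriaclima zebra with Mchenga conophoros. The authors made stranded mRNA libraries, aligned the reads to the M. zebra genome MZ_UMD2a with TopHat and counted fragments per locus with HTSeq. The values used here are those raw counts for 32455 loci. Social rock libraries held 492489 to 694114 counts (median 535123), social sand libraries 206320 to 335551 (median 273830), and the lone libraries 375132 and 457974. All 4 social sand totals lay below all 4 social rock totals (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). At least 1 count was found for 16070 ± 480 genes in social rock brains and for 12170 ± 789 genes in social sand brains (SD, n = 4 each, exact permutation p = 0.0286). After every library was thinned to 206320 counts, 13090 ± 740 and 11490 ± 474 genes were detected (SD, n = 4 each, exact permutation p = 0.0286), and 3380 ± 587 and 2804 ± 221 genes had at least 10 counts (SD, n = 4 each, exact permutation p = 0.0857). The 10 most abundant genes took 6.02% to 22.8% of the counts in social rock and 9.08% to 23.3% in social sand libraries. Counts were scaled by TMM. The 7733 genes kept by edgeR's low-count filter were tested with its quasi-likelihood test, with all 10 libraries in a single fit. Levels of a gene are given as CPM, its counts scaled to the library's TMM-adjusted total. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the thresholds the paper states. In counts simulated on these libraries, genes that differed 2-fold, 4-fold and 8-fold between social sand and social rock were recovered in 5.52%, 45.8% and 77% of cases, with 5.9 false calls per 200 changed genes.

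**Figure D1:**
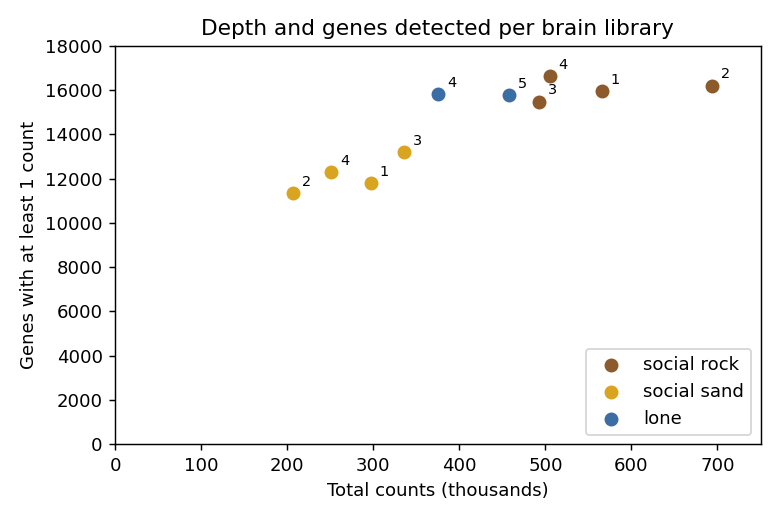
Genes with at least 1 count against total counts, 1 point per brain library, numbered by brood. The 4 social sand libraries lie lowest on both axes, with 11357 to 13199 genes detected, against 15483 to 16629 in social rock and 15776 and 15827 in lone libraries.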

Whole brains of F_1_ males tested singly (n = 2 lone) as well as F_1_ brothers assayed in dyads (n = 4 dyads) were collected during courtship, and interrogated by RNA-seq. Strikingly, gene expression profiles clustered not by fraternal relatedness, but rather by behavioral context (Fig. 3B). 

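Social rock and social sand brains were farther apart from each other than brains within a context. Over all 7733 genes tested, the mean Euclidean distance of log2 CPM was 109.6 ± 16.1 between the contexts (SD of 16 pairs of libraries), 82.93 ± 12.3 among social rock and 105.3 ± 5.95 among social sand brains (SD of 6 pairs each). Brothers of a dyad lay 104.9 ± 17.3 apart (SD of 4 pairs). Complete-linkage clustering cut into 2 groups put all 4 social sand libraries in 1 group and the 4 social rock and 2 lone libraries in the other. The distance between contexts exceeded that within contexts by 15.51, the largest of all 35 splits of the 8 dyad libraries into 4 and 4 (exact permutation test, p = 0.0286, next largest 9.405). The mean distance of other pairs minus that of brothers was -2.215 (exact permutation test over all ways of pairing the 8 libraries, p = 0.695). Over the 500 most variable genes it was 2.833, with brothers the closer (exact permutation p = 0.467). Brothers always stood in opposite contexts, while other pairs include those within 1 context, so this test cannot part kinship from context. Across contexts, brothers lay 104.9 apart against 109.6 for all 16 pairs, which include the 4 pairs of brothers. This difference was not tested. Despite the distance between contexts, the nearest library to the social sand males of broods 2 and 3 was the social rock male of brood 2. The nearest to the social rock male of brood 4 was its lone brother. Over the 243 genes with at least 100 counts in every library, the contexts differed by 0.2485 (exact permutation test, p = 0.943). Brothers were closer than other pairs by 1.619 (exact permutation p = 0.0952). That bound also asks for counts in every social sand library. It thus removes genes that are lower there, and the smaller difference may follow from it. In the clustering, 6 of 10 libraries fell on the side of their context. This count puts lone males with social rock and takes the better of the 2 ways to match clusters to contexts, so it cannot be low. Leaving out any brood leaves 3 dyads, which cannot give an exact permutation p below 0.1.

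**Figure D2:**
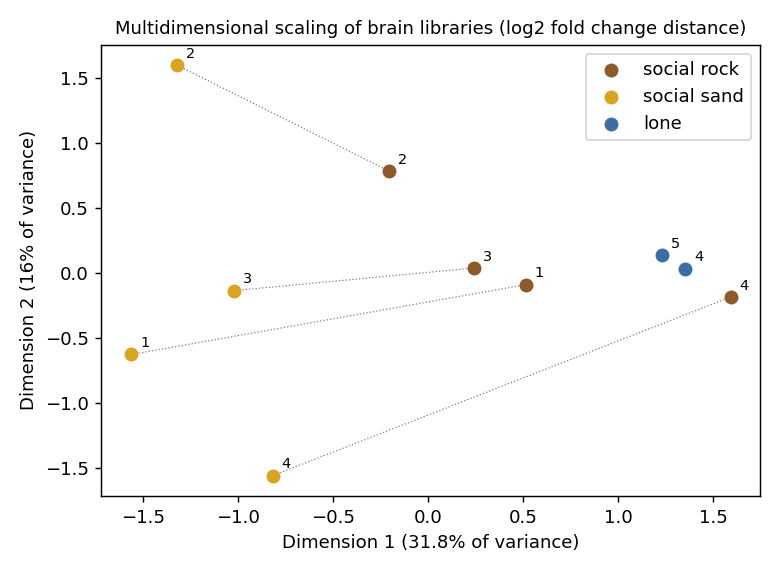
Multidimensional scaling of the 10 brain libraries on leading log2 fold changes, 1 point per library, numbered by brood, with dotted lines joining the brothers of a dyad. Dimension 1, with 31.8% of the variance, runs from the social sand libraries (-1.56 to -0.818) through the social rock libraries (-0.207 to 1.59) and holds the lone libraries at 1.23 and 1.35, while dimension 2 has 16% of the variance.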

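Lone males had higher levels of the ependymin-1, calm3 and cirbp genes than social sand males, and a lower level of ncf4. LOC101485530 (ependymin-1), a secreted glycoprotein of the teleost brain, stood at 4302 ± 617.6 CPM in lone males (SD, n = 2) and 467.2 ± 160.9 in social sand males (SD, n = 4). The log2 fold change of lone over social sand was 3.20 (standard error 0.373, adjusted p = 8.13e-04 from edgeR's quasi-likelihood test). By the same edgeR test calm3, which encodes the calcium sensor calmodulin and may share reads with other calmodulin genes, had a log2 fold change of 3.12 (standard error 0.383, adjusted p = 8.13e-04). The cold-inducible RNA-binding protein cirbp was at 1043 ± 225.9 CPM in lone males (SD, n = 2), with a log2 fold change of 3.13 (standard error 0.4, adjusted p = 8.13e-04 from edgeR). In the other direction, ncf4 was lower in lone than in social sand males, with a log2 fold change of -1.98 (standard error 0.28, adjusted p = 0.00157 from edgeR). The annotation names ncf4 neutrophil cytosolic factor 4, while the paper's Table S3 gives SH3D19 as its human counterpart. The call of ncf4 was lost without lone male 4 (adjusted p = 0.0578 from edgeR). LOC101483560 (transcription factor IIIA) had a log2 fold change of -2.08 (standard error 0.416, adjusted p = 0.00824 from edgeR). With brood as a block, which leaves lone male 4 alone to compare, it was -2.385. This gene was not called without lone male 4 or lone male 5 (edgeR's adjusted p up to 0.127). Against social rock, the same ependymin-1 gene had a log2 fold change of 0.65 in lone males (standard error 0.37, adjusted p = 0.97 from edgeR), and ncf4 one of -0.82 (standard error 0.263, adjusted p = 0.97 from edgeR). In all, 656 genes were called between lone and social sand males, 538 higher and 118 lower in lone males (756, as 717 higher and 39 lower, when libraries were scaled by total counts only). Limma-voom called 308 and DESeq2 936. The lone libraries were also larger than the social sand ones, and edgeR called 303 after thinning to the smallest total. Between lone and social rock males edgeR called 0 genes, with 275 at an unadjusted p under 0.05 where 386.7 are expected by chance, and limma-voom, limma's quality weights and DESeq2 also called 0 (524, 1139 and 250 at an unadjusted p under 0.05). Without the social rock male of brood 4, edgeR called 0 with 833 at an unadjusted p under 0.05. With brood as a block, lone male 5, the only male of its brood, drops out and lone male 4 alone is compared, so counts of that fit are not given. The lone group has 2 males: without lone male 4 or lone male 5, 140 or 133 genes were called against social sand, and without the social sand male of brood 1, 337 were. Against social rock 9 were called without lone male 4 and 3 without the social sand male of brood 1, 2 or 4.

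**Figure D3:**
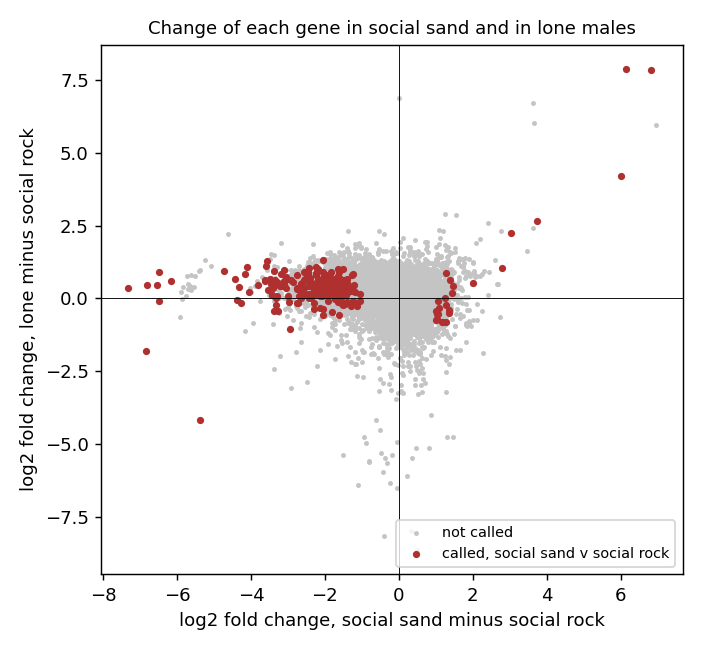
Log2 fold change of lone minus social rock against that of social sand minus social rock, 1 point for each of the 7733 genes tested, with the 268 genes called between social sand and social rock in red. The median change of lone males from social rock was 0.405 for the 243 called lower in social sand and -0.0942 for the 25 called higher.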

Males from dyads that courted females over rocks had expression profiles similar to single males (who also courted over rocks) but distinct from their brothers that built bowers and courted females over sand in the same tank. Genes were considered significantly differentially expressed between ‘social rock’ and ‘social sand’ brains if they exhibited both a fold change ≥ 2 and crossed the threshold of p_adj_ < 0.05. 

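Most genes that differed were lower in the brains of males courting over sand. LOC101485530 (ependymin-1) stood at 2733 ± 1354 CPM in social rock (SD, n = 4), a log2 fold change in social sand of -2.55 (standard error 0.332, adjusted p = 0.00196 from edgeR's quasi-likelihood test). The cold-inducible RNA-binding protein cirbp fell from 731.6 ± 340.2 to 119.4 ± 47.93 CPM (SD, n = 4 each), a log2 fold change of -2.62 (standard error 0.358, adjusted p = 0.00205 from edgeR). The astrocyte glutamate transporter slc1a2 fell from 1584 ± 840.1 to 354.8 ± 159.3 (SD, n = 4 each). The amino acid transporter of synaptic vesicles slc6a17 fell from 170.8 ± 44.49 to 28.45 ± 2.367 (SD, n = 4 each). Among genes that were higher in social sand, ncf4 rose from 3742 ± 982.5 to 8398 ± 690.7 CPM (SD, n = 4 each, log2 fold change 1.17, standard error 0.209, adjusted p = 0.00893 from edgeR). It was not called without the social rock male of brood 4 or the social sand male of brood 1 (adjusted p up to 0.0589 from edgeR). By the same edgeR test rfc1, the large subunit of replication factor C, had a log2 fold change of 1.39 (standard error 0.263, adjusted p = 0.0115). The phospholipase gene LOC101474427 and LOC101467832 (coatomer subunit beta') had 0 counts in all 4 social sand libraries, at least 11-fold and 9.06-fold lower against a floor of 3 counts over the group. The second was not called without the social rock male of brood 4 (adjusted p = 0.0598 from edgeR). The homeobox gene LOC101469773 (Dlx4b) was called higher, but its 107.1 ± 136.6 CPM in social sand (SD, n = 4) varied between males and the groups overlapped (exact permutation test, p = 0.0571). The call was lost without the social rock male of brood 1 or 4 or the social sand male of brood 3 (adjusted p up to 0.073 from edgeR). In total 268 of 7733 genes were called, 243 lower and 25 higher in social sand (246 and 8 when libraries were scaled by total counts only), with median folds of 4.31 (4.31 also with the 7 genes at 0 counts in social sand set at their bound) and 2.44. With brood as a block, pairing the brothers, 507 genes were called (441 lower and 66 higher). Limma-voom on the same genes and groups called 29, DESeq2 498 and edgeR after thinning to the smallest total 144. In a setting chosen after the values were seen, limma-voom called 831. It counted lone males as social rock and kept genes with a CPM above 1 in 3 libraries. The count was 94, 128 or 468 without the social rock male of brood 4, 1 or 2, and 89 or 162 without the social sand male of brood 1 or 3. Without both males of brood 1 or 3 it was 7 or 64, with 0 higher, and without the 3 males of brood 4 it was 38 (33 lower and 5 higher).

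**Figure D4:**
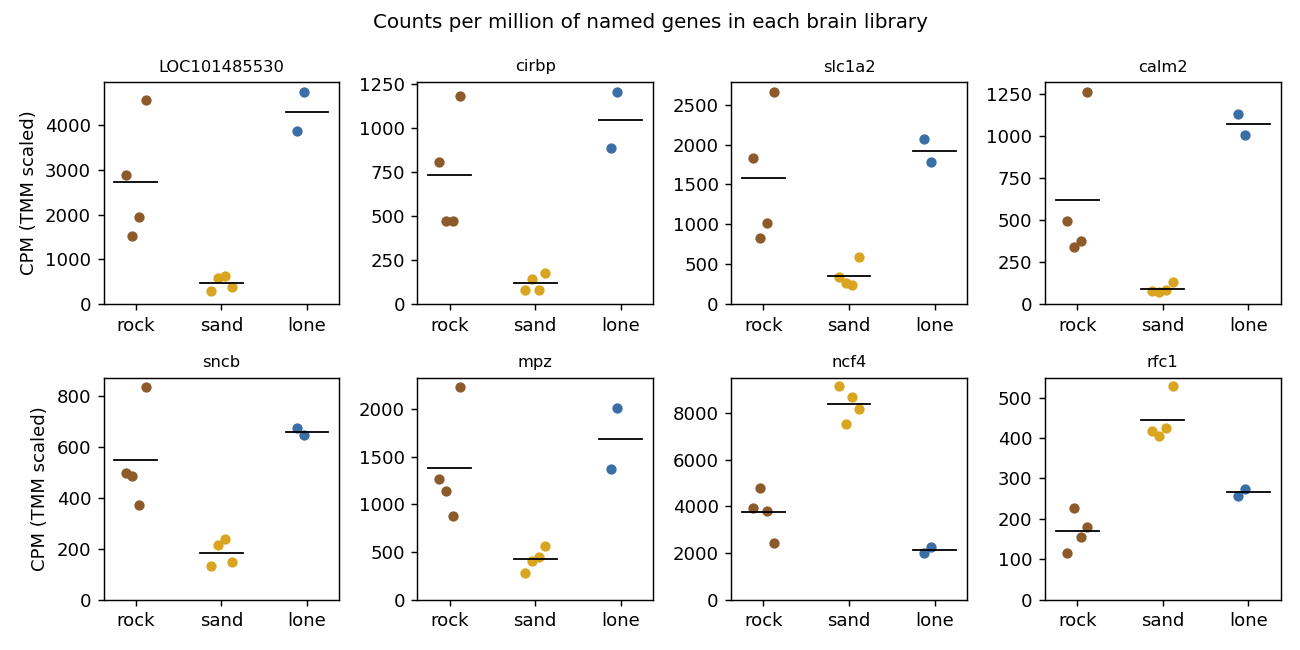
CPM, scaled by TMM, of 8 genes in each brain library, 1 point per library and a line at the group mean, with 4 social rock, 4 social sand and 2 lone males. The 4 social sand points lie below every social rock point for ependymin-1 (LOC101485530), cirbp, slc1a2, calm2, sncb and mpz, and above them for ncf4 and rfc1.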

Based on this criterion, we found 832 genes differentially expressed between rock- vs. sand-behaving males (Fig. 3B, Supplementary Table S3). 

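Genes of synaptic transmission were lower in social sand brains wherever they were called. The genes come from the paper's Table S3, of which 812 of its 832 genes were used here. Of 19 such genes of synaptic vesicles and transmitter release, 11 were called lower and 8 did not pass the test (17 lower when adjusted over the list alone). sncb, the vesicle-associated synuclein beta, fell from 546.8 ± 200.2 to 182.7 ± 51.94 CPM (SD, n = 4 each, log2 fold change -1.58, standard error 0.295, adjusted p = 0.0106 from edgeR's quasi-likelihood test). VAMP2 (LOC101474029), the vesicle SNARE of neurotransmitter release, had a log2 fold change of -1.64 (standard error 0.346, adjusted p = 0.0178 from edgeR, or 0.0546 without the social sand male of brood 1). Of 13 genes of glutamate receptors and the postsynaptic density, 4 were called lower and 9 were not (12 lower when adjusted over the list alone). Among these 4, the AMPA receptor subunit gria2 had 404.2 ± 180.1 CPM in social rock and 131.4 ± 91.17 in social sand (SD, n = 4 each). It lost its call in 5 of the 10 fits that left out 1 library (edgeR's adjusted p up to 0.108). These were the fits without the social rock male of brood 1 or 4 or the social sand male of brood 1, 2 or 3. The other 3 each lost the call in 4 to 9 of the 10. All 4 genes listed under GABA synthesis, transport and receptors fell (4 when adjusted over the list alone), among them the transporter slc6a11, from 289 ± 201.1 to 52.41 ± 26.36 CPM (SD, n = 4 each). The list held receptor, transporter and transaminase genes here, but no gene of GABA synthesis. The receptor gene LOC101465541 (beta-2 subunit) and the GABA transaminase abat were not called without the social rock male of brood 4 or the social sand male of brood 1 (edgeR's adjusted p up to 0.0714 and 0.055). A second beta-2 subunit gene, LOC101464081, was not called without the latter male (edgeR's adjusted p 0.0544), which left slc6a11 alone. Of 8 genes listed as plasticity kinases and phosphatases, 7 had enough counts to be tested and 6 fell (7 when adjusted over the list alone). They include prkar1b, a regulatory subunit of protein kinase A, with a log2 fold change of -2.66 (standard error 0.527, adjusted p = 0.0128 from edgeR). But 3 of the 6 encode calmodulin, a calcium sensor and neither a kinase nor a phosphatase. These genes, calm2 (-2.76 on the log2 scale, standard error 0.4), calm3 (-2.43, standard error 0.343) and LOC101482160 (-1.52, standard error 0.337) all fell, though near-identical copies may share reads. The last was not called without the social rock male of brood 4 or the social sand male of brood 1 or 3 (edgeR's adjusted p up to 0.0659). The calmodulin genes also belong to the oxytocin signalling list of 16 genes. Of its 15 members with enough counts to be tested, 7 fell and 8 did not pass (15 lower when adjusted over the list alone). Of 8 genes of axon guidance, 7 had enough counts to be tested and 5 fell (7 when adjusted over the list alone), such as the actin-severing protein cfl1, from 179.3 ± 75.23 to 33.35 ± 11.4 CPM (SD, n = 4 each). The call of cdk5r1 was lost in 7 of the 10 fits that left out 1 library (edgeR's adjusted p up to 0.111), that of LOC101485690 (RhoA-B) without the social rock male of brood 4 (0.052) and that of LOC101468157 (cell adhesion molecule L1.1) without the social sand male of brood 1 (0.0544). Of 3 genes of sex steroid and glucocorticoid signalling, the chaperones hsp90ab1 and LOC101474541 (HSP 90-alpha) fell, and the orphan receptor LOC101469665 (ERR1) had 15.01 ± 9.208 CPM in social rock and 1.369 ± 2.737 in social sand, where only the male of brood 2 had a count (SD, n = 4 each, adjusted p = 0.0905 from edgeR). Adjusted over the list alone, 3 were lower. Markers of glia were lower in the same brains, with 9 of 9 astrocyte genes and 3 of 5 myelin genes of Table S3 called. Without the social rock male of brood 4, or the social sand male of brood 1, the genes called were 4 or 3 for vesicles, 0 or 0 for glutamate, 2 or 1 for GABA, 3 or 3 for plasticity, 2 or 3 for oxytocin signalling, 2 or 2 for axon guidance and 4 or 4 for astrocytes. Vesicle, oxytocin, axon guidance and astrocyte genes also came to 6, 5, 3 and 5 without the social rock male of brood 1 and to 5, 3, 3 and 5 without the social sand male of brood 3, which also left 3 plasticity genes. Axon guidance came to 3 without either lone male, and myelin to 5 without the social rock male of brood 2. Glutamate genes came to 0 without the social rock male of brood 1, to 1 without the social sand male of brood 3, and to 2 without the social rock male of brood 3, the social sand male of brood 2 or lone male 5. Without both males of brood 1, only calm2 of the genes in these lists was called. With brood as a block, 9 glutamate and 12 oxytocin signalling genes were called. The study chose the genes of Table S3 on these same samples and no other genes carry names here, so neither the counts nor those adjusted over the list alone are independent evidence of direction. As part of the table was not used here, the lists were not tested for enrichment.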

Among differentially expressed genes, we observed significant functional enrichment for GO Biological Process categories ‘synaptic signaling’ (p < 2.3e−21), ‘synaptic plasticity’ (p < 3.6e−09), ‘visual behavior’ (p < 2.09e−06); mouse phenotypes ‘abnormal learning/memory/conditioning’ (p < 5.9e−07), ‘abnormal telencephalon morphology’ (p < 3.95e−07), ‘abnormal spatial learning’ (p < 9.9e−07) and pathways ‘axon guidance’ (p < 3.3e−05), ‘oxytocin signaling’ (p < 5.2e−05) and ‘estrogen signaling’ (p < 1.8e−04) (Supplementary Table S3). Matches against the Allen Brain Atlas database of gene expression yielded enrichment for sub-regions of the telencephalon: CA3, hippocampus (p_adj_ = 4.6e−6), CA2, hippocampus (p_adj_ = 7.3e−5), CA4, hippocampus (p_adj_ = 0.001), claustrum (p_adj_ = 0.001), subiculum (p_adj_ = 0.003), dentate gyrus (p_adj_ = 0.03) and the basomedial nucleus of the amygdala (p_adj_ = 0.03). 

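Most genes called lower in social sand brains did not meet the expression filter the paper set for this comparison, at least 6 transcripts in each of the 8 paired males. By the counts, 2886 genes met it, among them 111 of the 268 called here. Those 111 were 92 of the 243 genes called lower in social sand and 19 of the 25 called higher. Because the filter asks for counts in every social sand library, a lower level there and the smaller social sand libraries themselves remove genes, so this contrast follows from the filter. For 142 of the 151 lower genes that did not meet it, only social sand libraries fell under 6 counts. Of the 812 genes of Table S3 used here, 166 met the filter, 126 of the 735 that the paper lists as lower and 40 of the 77 it lists as higher in social sand. Among regional markers fixed before the data were examined, the telencephalic glutamate transporter gene LOC101484681 (vesicular glutamate transporter 1) had 136.8 ± 61.22 CPM in social rock and 57.71 ± 41.4 in social sand (SD, n = 4 each, log2 fold change -1.21, standard error 0.457, adjusted p = 0.138 from edgeR's quasi-likelihood test, or 0.0244 with brood as a block and 0.0422 without the social sand male of brood 4). Of 3 cerebellar and hindbrain markers in Table S3, LOC101465405 (cerebellin-1-like) was called lower, from 87.06 ± 53.08 to 21.88 ± 7.231 CPM (SD, n = 4 each, 4.01-fold lower, adjusted p = 0.0295 from edgeR). It was not called without the social rock male of brood 1 or 4 or the social sand male of brood 1 or 3 (adjusted p up to 0.0845 from edgeR). The zinc finger gene zic1 had a log2 fold change of -1.35 (standard error 0.398, adjusted p = 0.0691 from edgeR, or 0.028 with brood as a block and 0.0287 without the social rock male of brood 2), and irx3 one of -1.93 (standard error 0.939, adjusted p = 0.239 from edgeR). In social sand only the male of brood 4 had counts of irx3, and the gene was called without that male (adjusted p = 0.0281 from edgeR). Adjusted over the list alone, 2 of these 3 and the telencephalic gene were lower. These genes too were chosen by the study on these samples, and no other regional marker carries a name here.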

The hippocampus encodes episodic memory and spatial representations of the environment^52^, and more recently its subregions have been shown to play critical roles in anxiety, social interaction, and social memory formation^53–55^. Roughly 38% of differentially expressed genes also contained genetically differentiated SNP/InDels between rock- and sand- species (p-value < 2e−6, Fisher’s exact test), implying considerable cis-acting genetic variation. Enrichment of numerous categories related to brain function and synaptic plasticity showed greater overlap than expected (Fig. 3C). These context-dependent differences suggest concerted changes in brain gene expression as males experienced and responded to different social challenges and opportunities^28,56^.

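Most called genes changed in the same direction in the 4 pairs of brothers. Of the 268 genes called between social sand and social rock brains, 260 changed the same way in all 4 pairs. Of all 7733 genes tested, 13.4% had every social sand library on the same side of every social rock library, where chance gives 2.86%. All social sand libraries were also smaller, and genes are not independent, so this excess cannot be put down to the context alone. Among the called genes 230 had every social sand library below every social rock library and 20 above. But these genes were selected for this difference on the same libraries, which favours separation and a shared direction. Of 8 genes listed from Table S3 as heat shock proteins and chaperones, 6 had enough counts to be tested. Of these 6, 5 were called lower in social sand and 1 did not pass (6 lower when adjusted over the list alone). Without the social rock male of brood 4, 3 were called. The 5 include cirbp, a cold-inducible RNA-binding protein and not itself a chaperone. Of the others, LOC101474541 (HSP 90-alpha) went from 522.9 ± 241 to 135.2 ± 31.27 CPM (SD, n = 4 each, log2 fold change -1.96, standard error 0.326, adjusted p = 0.00662 from edgeR's quasi-likelihood test), and the co-chaperone dnaja2 from 53 ± 26.9 to 6.542 ± 4.661 (SD, n = 4 each). The latter was not called without the social rock male of brood 4 (edgeR's adjusted p 0.0561). Of 9 genes of DNA replication, repair and the cell cycle, 4 were called higher in social sand, 5 were not called and 0 were called lower (7 higher when adjusted over the list alone, with brood as a block, or without the social rock male of brood 2). They included faap100 of the Fanconi anemia core complex, which rose from 252 ± 52.73 to 518.3 ± 58.26 CPM (SD, n = 4 each, log2 fold change 1.04, standard error 0.266, adjusted p = 0.0395 from edgeR), and the telomere-capping factor ten1, from 63.07 ± 22.77 to 162.2 ± 49.01 (SD, n = 4 each). Leaving out 1 library ended the call of faap100 in 9 of 10 fits and of ten1 and tti2 in 8 of 10 (edgeR's adjusted p up to 0.128, 0.115 and 0.169), and that of rfc1 in 0 of 10. In 7 of the 10 fits rfc1 was the only one of the 9 called, and without brood 1, 3 or 4, 0 were. All 9 are listed as higher in Table S3, so the direction of this list was built in. Both lists were written after Table S3 had been seen, and the study chose its genes on these samples, so they are not independent evidence. From its differences between contexts, among them enriched categories of brain function and synaptic plasticity that were not tested here, the paper proposes that brain gene expression changed in concert as males met different social challenges and opportunities.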

## Discussion

A fundamental problem in evolutionary biology is understanding the cellular, developmental and genetic basis of how traits change. This is a challenge because we lack sufficient information about how genes work in outbred genomes from nature and we do not fully comprehend the causal role of noncoding variation in specifying form and function. This problem is especially difficult for traits that are only observed in particular contexts, like development and behaviour. To make progress, we and others have focused on study systems exhibiting abundant phenotypic diversity built from a relatively small number of genetic changes. Here we identify and characterize the genetic variants that demarcate one of the deepest evolutionary splits amongst Lake Malawi cichlid groups, that between rock- and sand-dwelling species thought to have diverged in the last one million years. We found a small percentage (less than 0.1%) of genetic variants to be differentiated between rock- and sand-groups, and that the majority of differentiated variants (> 96%) were noncoding. Differentiated non-coding variants were more likely to be in an evolutionarily conserved locus as a function of genetic differentiation, suggesting that divergent rock- vs. sand-noncoding changes are functional. To support this idea, we identified alternately fixed rock- vs. sand-noncoding variants within experimentally verified, vertebrate-conserved craniofacial and cranial neural crest cell enhancers. The latter observation is similar in type to the discovery of human-specific deletions within mammal-conserved regulatory sequence^18^.

Recently we surveyed genome-wide divergence between sand-dweller sub-groups that construct pit vs. castle bowers, sand-made structures to attract females for mating^28^ . Mapping those variants to the same genome reference, we expected distinct patterns of diversification because rock-sand and pit-castle divergence likely occurred at different times, along different trait axes, under the control of different evolutionary forces^31^. Consistent with expectation, there is clear clustering of genome divergence on chromosome 11 for the pit-castle comparison (Supplementary Fig. S6), while all chromosomes carry the signature of rock-sand diversification (Fig. 1B). However, contrary to our expectation, rock- vs. sand- and pit- vs. castle-radiations have diverged in similar gene sets. Out of 3070 genes identified near 10 kb high F_ST_ regions in the rock- vs. sand-comparison, 483 overlap with 1090 genes identified near high F_ST_ regions in the pit- vs. castle-comparison (p-value < 2e−9, Fisher’s exact test, Supplementary Table S4). This result may imply that evolutionary diversification in Lake Malawi is limited, or constrained, by chromosomal location.

Overall, genes in proximity to rock-sand divergent variants were enriched for functional categories related to early forebrain and craniofacial development, neuronal function and social behavior. This list of variants, coupled with consistent patterns of functional and pathway enrichment, motivated follow up experiments focused on early brain development and adult social behavior (Fig. 4). It is apparent from our work here and previously^25,26^, that Malawi cichlid brains and nervous systems begin to differ during gastrulation in pathways that can be predicted from divergent genome sequences. This is interesting for at least two reasons. First, this observation runs counter to the ‘late equals large’ textbook example^57^ of how brains evolve differences in relative proportions of their parts^26^, and along with other reports^58^ suggests that variation in early brain development may be a significant factor in brain evolution. Overall, such early variation in development is not thought to be a driving force in evolution, precisely because early changes can have global and ramifying effects. Collectively, our findings provide a partial description of the conditions wherein variation during the earliest stages of development can contribute to evolutionary diversification. In each case we have examined, variation in gene expression is quantitative, heterochronic and limited to a precise stage or time period.

**Figure 4:**
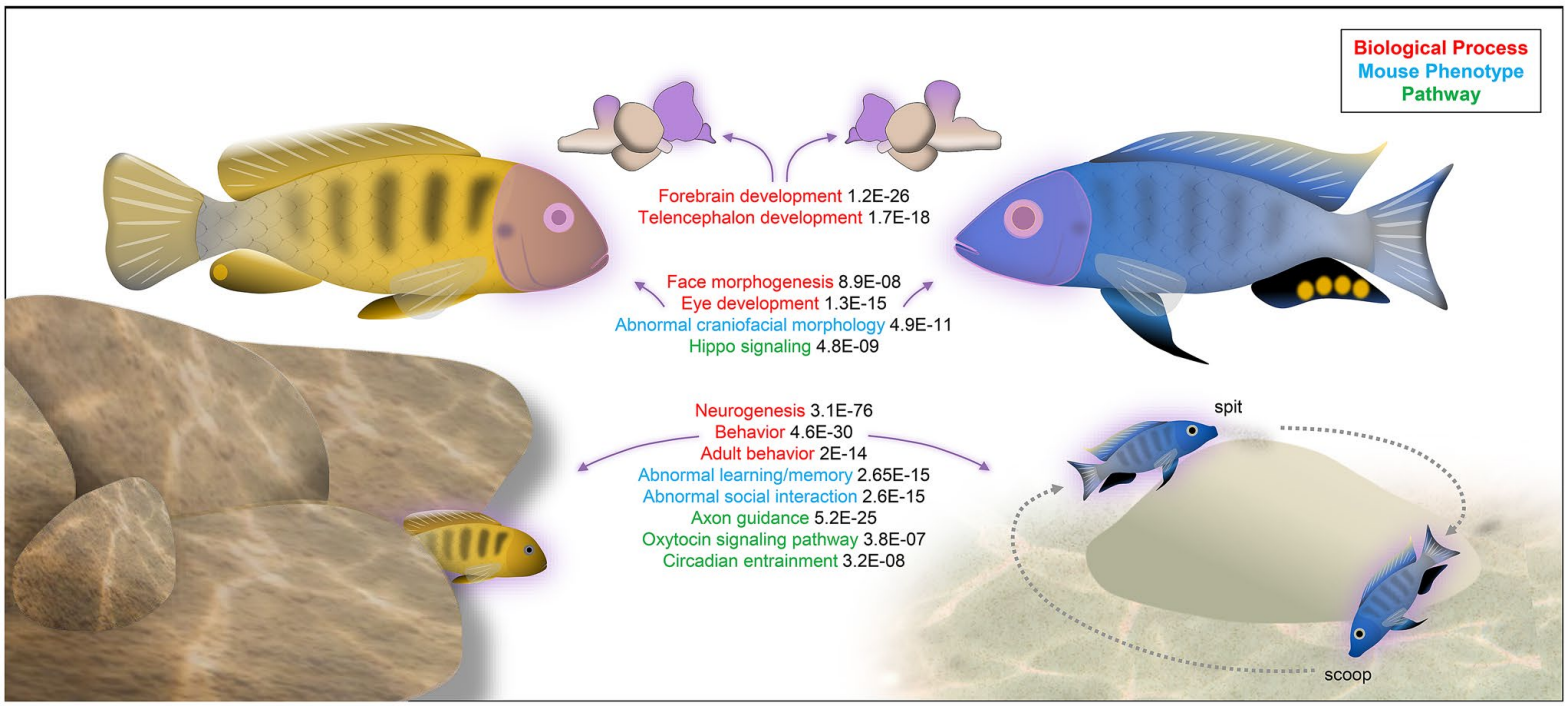
Genome-enabled discovery of evolutionary change in morphology and behavior. Summary cartoon synthesizing significant enrichment categories that differentiate the genomes of rock- vs. sand-dwelling Malawi cichlids. Strong and consistent enrichment of craniofacial, neural and behavioral categories motivated follow-on experiments in early brain development (Fig. 2) and adult social behavior (Fig. 3).

Sydney Brenner recognized the relationship between the genetic specification of nervous systems and the behavioral output of the brain^59^. However, because these events take place so far apart in the lifespan of a vertebrate, they are rarely studied simultaneously. Here, the genome connects the two phenomena: rock- vs. sand-divergent gene sets and strong functional enrichment indicate that both brain development and social behavior have contributed to the evolutionary diversification of these groups. To evaluate social behavior in rock- vs. sand-dwelling Malawi cichlids, we constructed a social context arena. The presence of sand and simulated rocky caves was sufficient to elicit species-appropriate male behavior when rock- or sand-males were tested with rock- or sand-gravid females. When rock-x sand-F_1_ hybrid males were tested, one per tank, with F_1_ hybrid females, males courted females in the rock quadrant of the tank. Notably, when dyads of F_1_ brothers were tested in this tank paradigm with gravid F_1_ females, we observed simultaneous ‘social rock’ and ‘social sand’ behavior. Brain gene expression profiles from behaving males clustered by social context (social rock vs social sand), and not by fraternal relationships. Differentially expressed genes were enriched for brain regions and pathways implicated in social interaction and overlapped significantly with rock- vs. sand-divergent genetic variants.

Social context is known to influence the brain. For instance, our clustering results are similar to those of Whitfield and colleagues (Whitfield et al. 2003) who showed that brain gene expression in honey bees was predictive of behavior. Likewise, changes in brain morphology and gene expression predictably accompany the ascent to dominance in the cichlid fish *Astatotilapia burtoni*^60^. Our data seem not to fit the model of dominant-subordinate however. In our experiments, the gonado-somatic index (GSI) did not differ between social rock vs. social sand brothers within dyads. Both males exhibited nuptial coloration, courted females and in cases with multiple gravid females, both brothers reproduced. Body size was associated with divergent social rock vs. social sand behavior of F_1_ males; the social rock brother was always larger (mean mass was 26.96 g ± 3.4 [SE] compared to 19.45 g ± 2.2).

Our experiments demonstrate that F_1_ hybrid male brains can express both social rock- and social sand-behavioral programs, and that social context determines which program is executed. This observation is similar to, but also different than, pit-digging × castle-building F_1_ male Malawi cichlids who carry out parental bower behaviors in a specific sequence^28^. Notably, in both cases, the hybrid males exhibit one of the two different parental behaviors at any one time—there is no intermediate behavior. In the pit- vs. castle-case, we think that the bower structure itself and/or a threshold signal from females might lock the hybrid male brain into a behavioral state. In the rock- vs sand-case here, it appears that other social cues (i.e., the presence and size of a rival male) lock the hybrid male brain into a behavioral state. These context-dependent behaviors, accompanied by changes in brain gene expression, are compelling examples of interaction between the genome and the social environment. The cellular and genetic basis of these behaviors and their plasticity deserves further attention. Here, our comparative genomic and brain gene expression data, combined with enrichment testing and experimental approaches, highlight that the Malawi cichlid telencephalon will be central to this work. The telencephalon is similarly likely to be important for other Malawi cichlid social behaviors, including aggression and bower building^27,28^. Overall, our data add to the reappraisal of the telencephalon as an anatomical nexus of evolutionary innovation across vertebrate lineages^61^.

## Materials and methods

### Genome sequencing

We extracted genomic DNA, from fin clips of 22 male individuals^62^ (Qiagen DNeasy, Cat #69504), from 8 rock dwelling and 14 sand dwelling Lake Malawi species (Supplementary Table S2) representing broad diversity across the rock and sand lineages in Lake Malawi. We made libraries using the Illumina Nextera Library prep kit and performed paired-end sequencing on the Illumina Hi-Seq 2500 at Georgia Tech. The *Metriaclima zebra* reference genome version MZ_UMD2a^34^ was used for genome alignment, variant discovery and annotation using standard BWA^63^ and GATK practices^64^. The maximum likelihood tree in Fig. 1A was constructed using SNPhylo^65^, from variant data.

### Genetically divergent regions

Vcftools^66^ was used to calculate F_ST_ (–weir-fst-pop) between the 8 rock and 14 sand species excluding SNPs with less than half variants called across species (–max-missing 0.5). Variants with F_ST_ = 1 were noted to be alternately fixed between rock and sand lineages in our dataset. F_ST_ was also measured across 10 kb windows (–fst-window-size). Significance thresholds were marked using the fdrtool^67^ package in R. All variants were annotated using Snpeff 4.3i^68^. We tested the genes within 25 kb of significantly differentiated variants for enrichment of functional categories. The cichlid gene names were converted to human analogs using Treefam based mapping^69^ and functional enrichment was determined using the TOPPFUN web-browser interface^70^.

### PhastCons analysis

Pairwise alignments were generated using lastz v1.02^71^, with the following parameters: “B = 2 C = 0 E = 150 H = 0 K = 4500 L = 3000 M = 254 O = 600 Q = human_chimp.v2.q T = 2 Y = 15,000”. This was followed by using USCS genome utilities (https://genome.ucsc.edu/util.html, https://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/FOOTER) axtChain tool with -minScore = 5000. Additional tools with default parameters were then used following the UCSC whole-genome alignment paradigm (http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto) in order to obtain a contiguous pairwise alignment. Multiple alignments were generated from pairwise alignments with the multiz v11.2^72^ program, using default parameters and the following pre-determined phylogenetic tree: ((((*M. zebra*, *P. nyererei*), *A. burtoni*), *N. brichardi*), *O. niloticus*) in agreement with Brawand et al.^35^. Sequence conservation scores were then obtained using PhastCons^73^ with a phylogenetic model estimated by the phyloFit^74^ program, both from the PHAST software package (v.1.3). The model fitting was done using default parameters. PhastCons was run in two iterations, first to obtain the free parameters of the model (-estimate-trees and -no-post-probs) and then using the output from this we ran PhastCons again to attain the conservation scores with—target-coverage 0.3—expected-length 100.

### Vertebrate-conserved enhancer elements

A comparative genomic approach was used to identify putative craniofacial and neural crest CNEs in mammals that segregate SNPs between rock-sand cichlid species. Experimentally verified and published genome-wide craniofacial and neural crest enhancers active during early embryonic stages that play a role in shaping the development of neural crest and craniofacial structures in mammals were identified from published literature^43,44^. We used the liftOver tool^75^, which maps orthologous genomic regions between species to convert genomic coordinates from one species to another. Using a Human to *Oreochromis niloticus* to *Metriaclima zebra* mapping and a Mouse to *Oreochromis niloticus* to *Metriaclima zebra* mapping, we identified the orthologous genomic locations of the published craniofacial and neural crest enhancers in cichlids. We designated any alternately fixed variant (variant with F_ST_ = 1) that was also within an orthologous CNE as putatively involved in the rock-sand divergence (Supplementary Table S2).

### Brain region enrichment analysis

We identified 10,391 cichlid genes with human homologues and generated an expression matrix for each gene across 250 human brain structures spanning telencephalon, diencephalon, mesencephalon, and metencephalon using adult human brain microarray data collected by the Allen Brain Institute^37^. Cortical regions and gyri for which fish do not have putative homologues were excluded from the analysis (100/350, leaving 250 regions for subsequent analysis). The expression matrix was generated using the get_expression function in the ABAEnrichment Bioconductor package in R^76^. We then calculated the specificity of expression for each gene in each of these brain regions using the specificity.index function in the pSI package for R. This function calculates a matrix of gene expression specificity indices, and corresponding p-values, as described previously^77,78^. We then tested whether (1) genes within 25 kb of rock vs. sand significantly differentiated variants (described above under “Genetically Divergent Regions”), and (2) genes that were differentially expressed between rock- vs. sand-behaving F1 hybrid males, were enriched for transcriptional markers of specific brain regions using the *fisher.iteration* function with Benjamini–Hochberg correction, again using the pSI package for R. For enrichment testing of differentially expressed genes, we restricted analysis to genes that met the following criteria: (1) transcripts for the gene were detected in all eight paired behaving males, and (2) at least 6 transcripts were detected in each subject.

### Staging during gastrulation

Cichlid gastrulation was split into three sub stages within the gastrula stage 9^79^. Gastrulation lasts 8 to 12 h, depending on the species, and is defined as after the shield (as described in zebrafish) stage until the presence of the first somite at the beginning of neurula (stage 10). Embryos were classified as early gastrula (EG) by an asymmetry in epiboly after shield stage until the formation of a ridge that is analogous to the anterior neural ridge (ANR) in chick and mouse and the anterior neural border (ANB) in zebrafish. At that point embryos were classified as mid gastrula (MG). MG lasts until the formation of the dorsal–ventral axis, defined by further lengthening of one side of the embryo, which begins to thicken as epiboly progresses. This is the dorsal side of the embryo, and the side opposite the ANR is classified the ventral side of the embryo. At this point the embryos are defined as late gastrula (LG). LG ends with the specification of the neural plate, which appears as a portion of the dorsal embryo that is raised relative to ventral side, usually in line with the ANR.

### Immunohistochemical staining

Embryos were harvested at 24 h post fertilization (hpf) from each of the rock-dwelling cichlids *Metriaclima patricki*, *Metriaclima zebra* and *Labeotropheus fuelleborni* as well as the sand-dwellers *Aulonocara jacobfreibergi*, *Copadichromis virginalis*, *Copadichromis borleyi* and *Tramitichromis intermedius*. The embryos were cultured until they reached gastrula stage, approximately 36 to 40 hpf, then fixed at intervals throughout gastrula until neurula. The embryos were then treated with auto-fluorescence reducer (1.55 mL 5 M NaCl, 250 uL Tris–HCl, pH 7.5, and 95 mg NaBH4) overnight, and 10% 2-mercaptoethanol for 1 h. Next, whole mount in situ hybridization was done, using a modification methods we published previously^80^. *irx1b* was visualized using Fast Red (naphthol chromogen, Roche Diagnostics), which fluoresces at near red wavelengths (500–650 nm). After in situ hybridization, embryos were immunostained for pSMAD 1,5,8 protein, using published protocols^81^. Embryos were then bathed in Vectashield (Vector Labs) containing DAPI and placed in a specially built mold^49^ that accommodates the large yolk and holds the embryo upright. Embryos were then scanned using a Zeiss LSM 700-405 confocal microscope and processed using LSM 700 software (Zeiss) and Image J^82^. For experiments in Fig. 2A, multiple embryos of multiple rock- and sand-species were examined (n = 20 embryos total); and in Fig. 2C,D, multiple embryos per gene, genotype and stage were used (n = 110 embryos total).

### Rock–sand hybridization and genotyping

Two rock-sand crosses, one between *Copadichromis borleyi* (CB, sand-dweller sire) and *Metriaclima zebra* (MZ, rock-dweller dam) and another between *Mchenga conophoros* (MC, sand-sire) and *Petrotilapia* sp. ‘thick bar’ (PT, rock-dam), were artificially generated by taking the eggs from the dam just prior to spawning and mixing with sperm from the sire. The resultant F_1_ were grown in tanks and allowed to spawn normally to generate F_2_. Several F_2_ broods were taken from multiple F_1_ females for each cross, a total of 355 individuals for the CB × MZ cross and 608 for the MC × PT cross. The embryos were fixed at every stage starting at gastrula (stage 9) until early pharyngula (stage 14). The F_2_ embryos were RNA-extracted at stage 9. DNA extraction was performed by fixing the embryos (stage 11–14) in 70% ethanol, then removing the tail from each individual and extracting the DNA using an extraction kit (Qiagen). Following extraction, the F_2_ embryos were genotyped using custom probes (CAAATCTCCC[C/T]CCGCGGC, Taqman custom probes, Invitrogen) designed to identify a SNP in *irx1b* using RT-PCR. A subset of the embryos was also sequenced at a 900 bp interval around the *irx1b* SNP to verify the custom probes.

### Quantitative F_2_ analysis

We quantified *irx1b* in F_2_ at stage 9 and separated by genotypic class. The 74 heterozygous rock X sand F_2_ embryos were dissected to remove most of the yolk and the total RNA was extracted from each individual using an RNA Extraction Kit (Qiagen).

The amount of mRNA specific to each allele of *irx1b* was quantified by using the RNA-to-Ct kit (Invitrogen) and the custom probes. The delta Ct for each heterozygote was generated with the equation, 2^(allele from dam − allele from sire)^. We used a Student’s t-test to compare the expression of rock- vs sand-alleles in heterozygous F_2_.

### Forebrain and eye measurements

The telencephalon and forebrain were measured by integrating the area of transverse sections in embryos of rock- and sand-dweller cichlid species, using previously published methods^25^. The rock-dweller species included *Cynotilapia afra* (CA, planktivore), *Labeotropheus fuelleborni* (LF, algivore) and *Metriaclima zebra* (MZ, generalist); sand-dweller species included *Aulonocara jacobfreibergi* (AJ, ‘sonar’ hunter), *Copadichromis borleyi* (CB, planktivore) and *Mchenga conophoros* (MC, insectivore/generalist). Embryos from each species, as well as the F_2_ individuals, were measured starting from the earliest the telencephalon can be differentiated from the forebrain (mid-somitogenesis, stage 12) and at each subsequent stage until the forebrain has defined prosomeres (early pharyngula, stage 14)^26^. To keep measurements standardized across stages, all measurements were defined by forebrain morphology at the earliest timepoint (stage 12). The ‘eye’ measurement remains consistent at all stages, the ‘anterior’ measurement includes the telencephalon and presumptive olfactory bulb, and the ‘posterior’ measurement includes the diencephalon and each of its constitutive prosomeres (dorsal and ventral thalamus and hypothalamus). To facilitate measurements, we used gene expression of *rx3* (for stage 12 embryos) and *pax6* (stage 13 and 14) to identify the different structures of the forebrain and eye.

### RNA extraction and sequencing, adult social behavior

Two adult F_1_ hybrid males from rock-x sand-interspecific crosses (Supplementary Table S5) were introduced to an assay tank containing 3–5 hybrid females of the same cross with simulated rock habitat on one side and simulated sand habitat on the other side separated by empty tank space (Fig. 3A). Males were observed over a period of four days for courtship behavior, either similar to a rock parent (courting females over the rocky parts of the tank), here designated “social rock”—or to a sand parent (bower building in the sand side of the tank while courting females), here designated “social sand”. When courtship behavior of both males was observed, we primed experiments the next morning by resetting the tanks—knocking down or filling in the sand bower, and adjusting the rock habitat. Both males were allowed to exhibit courtship behavior over a period of 90 min. Males were sacrificed immediately after this 90-min period by rapid decapitation and whole brains were immediately stored in RNAlater (Thermo Fisher Cat# AM7020) within 20 min of decapitation. Two tanks with one F_1_ male and 3–5 F_1_ females were also observed. These males exhibited social rock behavior and were designated as “lone” in the behavior assay; their brains were collected in the exact same way as the other samples.

Tissues were frozen in liquid nitrogen, homogenized using a mortar and pestle and placed in trizol. Following standard chloroform extraction, RNeasy mini columns (Qiagen Cat No./ID: 74104) were utilized to purify RNA for sequencing. Total RNA was quantified using Qubit (Molecular Probes) and quality analyzed using the Agilent 2100 Bioanalyzer System for RNA library preparation. RNA input was normalized to 1 µg and libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Illumina-Kit A). Libraries were again quantified, quality assessed, and normalized for sequencing on the HiSeq 2500 Illumina Sequencing System (Georgia Tech Genomics Core, standard practices). Experimental design and raw files can be accessed on the NCBI Gene Expression Omnibus database under the accession number GSE122500.

### Differential gene expression analysis

Raw sequence reads from whole brain transcriptomes were quality controlled using the NGS QC Toolkit^83^. Raw reads with an average PHRED quality score below 20 were filtered out. Filtered reads were also trimmed of low-quality bases at the 3′ end. High quality sequence reads were aligned to the *M. zebra* reference genome MZ_UMD2a^34^ using TopHat v2.0.9^84^. On average, across all samples, over 95% of reads mapped to the reference genome. The resulting TopHat2 output bam files were sorted and converted to sam files using samtools v0.19^85^. Sorted sam files were used as input for the HTSeq-count v0.6.1 program to obtain fragment counts for each locus^86^. Fragment counts were scale-normalized across all samples using the calcNormFactors function in the edgeR package v3.6.8^87^. Relative consistency among replicates and samples was determined via the Multidimensional scaling (MDS) feature within the edgeR package in R. The native R function *hclust(dist)* used to cluster samples. Scale-normalized fragment counts were converted into log_2_ counts per million reads mapped (cpm) with precision weights using voom and fit to a linear model using limma v3.20.9^88^. Pairwise contrasts were constructed between socially rock and socially sand samples. After correcting for multiple comparisons using the Benjamini–Hochberg method^89^, genes were considered differentially expressed between socially rock and socially sand samples if they exhibited both a fold change ≥ 2 and P_adj_ < 0.05. Using Treefam based mapping^69^ the cichlid gene names were converted to human analogs and functional enrichment was determined using the TOPPFUN web-browser^70^.

### Ethics statement

All of the animals were handled according to methods approved by the Georgia Tech Institutional Animal Care and Use Committee (IACUC) protocols (permit A100029) with every effort made to minimize suffering and is in compliance with the ARRIVE guidelines.

## Supplementary Information

Supplementary Legends.

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

# Supplementary material for: Genome-enabled discovery of evolutionary divergence in brains and behavior
**Source:** Sci Rep. 2021 Jun 21;11:13016. doi: 10.1038/s41598-021-92385-8
**Supplement:** Supplementary file 1 — Supplementary Legends.

Contents

[Supplementary tables: 1](#_Toc72130089)

[Supplementary Table 1: Species and sequence characteristics 1](#_Toc72130090)

[Supplementary Table 2: Genome-wide identity of enrichment with topgene, SFARI and enhancer categories 1](#_Toc72130091)

[Supplementary Table 3: RNA-seq differential expression 2](#_Toc72130092)

[Supplementary Table 4: Overlap of Rock-Sand and Pit-Castle differentiated genes 2](#_Toc72130093)

[Supplementary Table 5: Samples for RNA-seq 2](#_Toc72130094)

[Supplementary figures 3](#_Toc72130095)

[Supplementary Figure 1 3](#_Toc72130096)

[Supplementary Figure 2 4](#_Toc72130097)

[Supplementary Figure 3 6](#_Toc72130098)

[Supplementary Figure 4 7](#_Toc72130099)

[Supplementary Figure 5 8](#_Toc72130100)

[Supplementary Figure 6 9](#_Toc72130101)

# Supplementary tables:

## Supplementary Table 1: Species and sequence characteristics

This table contains a list of the Species used for genome sequencing. We describe the source of the tissue, Accession number for the Genome, along with mapping percentage and mean coverage for the current Reference Genome assembly (UMD2a) and the previously used Reference Genome assembly (UMD1).

## Supplementary Table 2: Genome-wide identity of enrichment with topgene, SFARI and enhancer categories

This table contains rock-sand differentiated genes identified by the genome scan.

Tab1 is the cichlid gene list.

Tab2 are the genes also found in the SFARI dataset

Tab3 are the genes also implicated in the Neurocristopathy dataset

Tab4 are the genes that have a fixed SNP in a known craniofacial element enhancer element

Tab5 are the genes that have a fixed SNP in a known HCNC enhancer element

Tab6 is the gene set from Tab1 converted to Human analogs for enrichment testing.

Subsequent tabs are enrichment categories from the TOPFUN enrichment analysis

## Supplementary Table 3: RNA-seq differential expression

This table contains genes differentially expressed between socially rock and socially sand F_1_ brains.

Tab1 is the cichlid gene list.

Tab2 is the gene set from Tab1 converted to Human analogs for enrichment testing.

Subsequent tabs are enrichment categories from the TOPFUN enrichment analysis

## Supplementary Table 4: Overlap of Rock-Sand and Pit-Castle differentiated genes

This table contains genes that overlap between genes from Supplementary Table 1 (rock versus sand divergent genes) and the data described in Supplementary Figure 6 (pit versus castle divergent genes). Tab1 contains the identity of overlapping genes.

Subsequent tabs are enrichment categories from the TOPFUN enrichment analysis

## Supplementary Table 5: Samples for RNA-seq

This table describes the F_1_ hybrid crosses used for the brain transcriptome sequencing.

# Supplementary figures

## Supplementary Figure 1

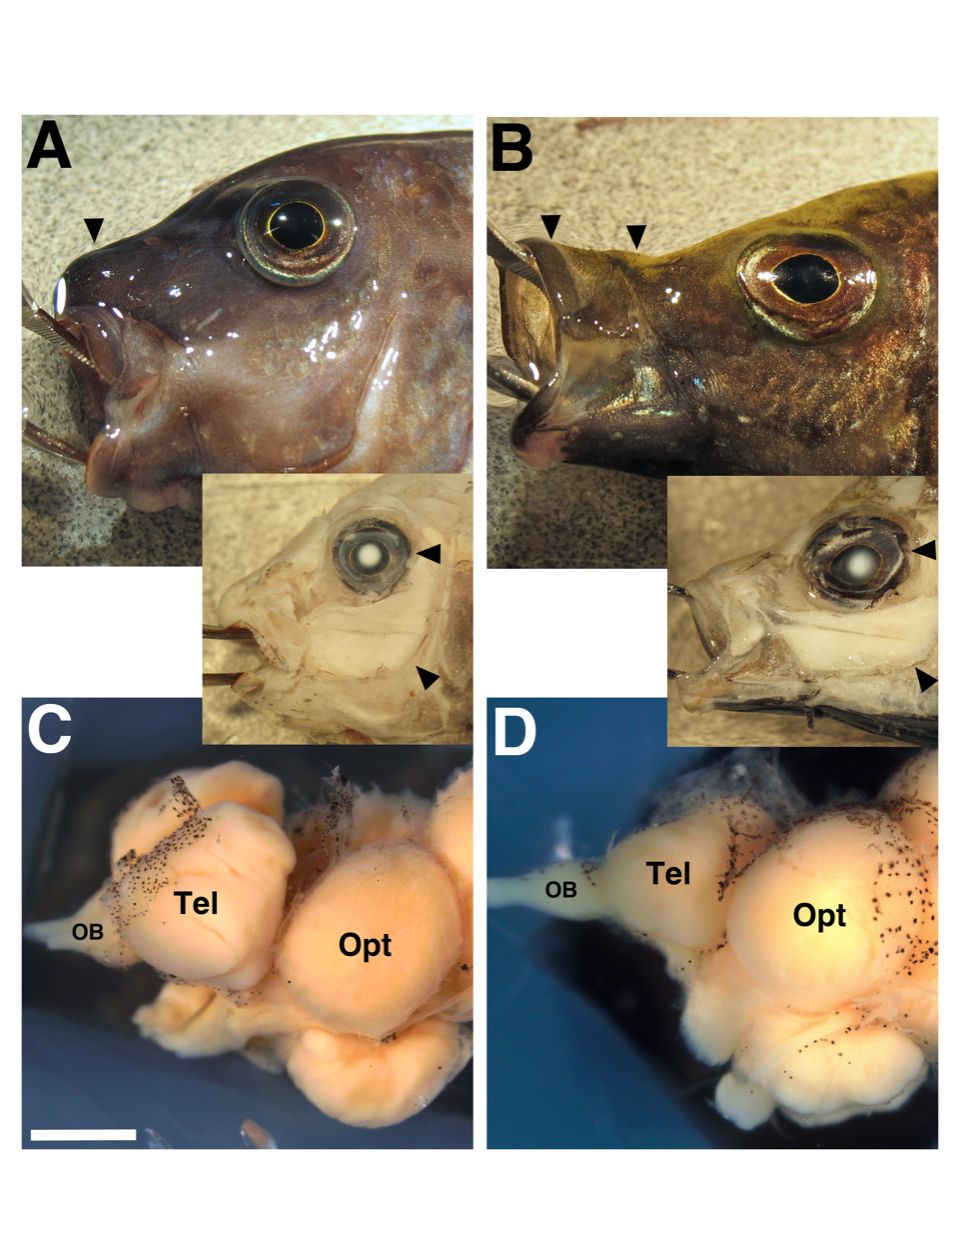

Supplementary Figure 1: Differences in the face (A-B) and brain (C-D) between rock- vs. sand-dwelling Lake Malawi cichlids | Rock-dwellers (A, C) have strongly reinforced jaws, smaller eyes, typically larger cheek muscles, larger olfactory bulbs and telencephala. Sand-dwellers have kinematic, gracile jaws, larger eyes, less robust cheek musculature, and large optic tecta.

## Supplementary Figure 2

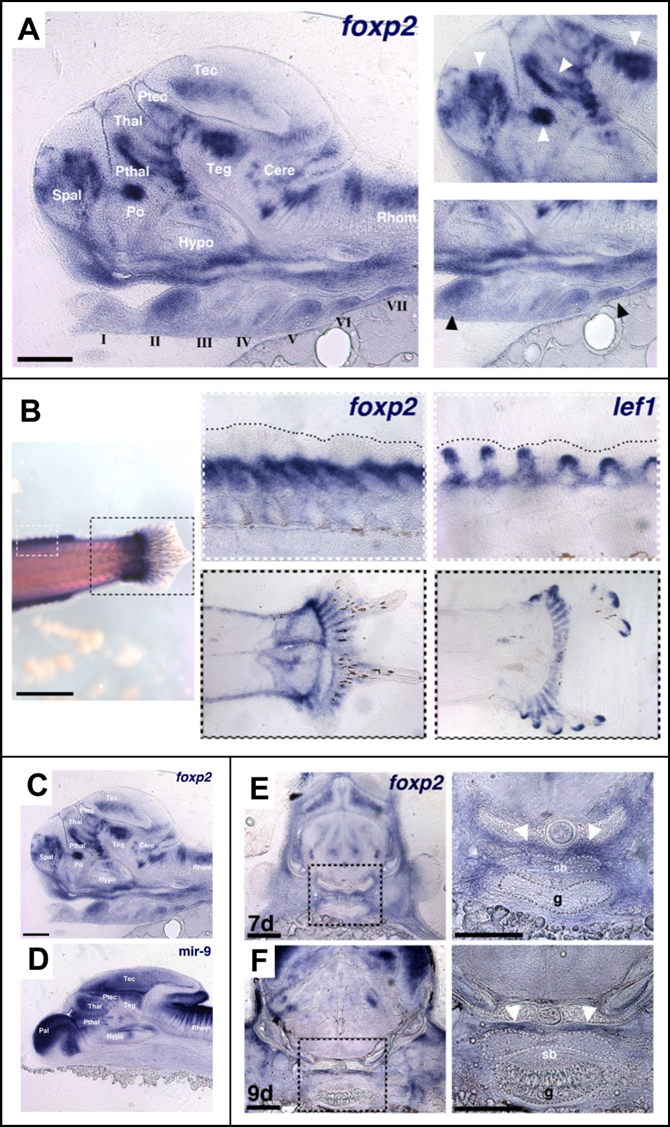

Supplementary Figure 2: Malawi cichlid *foxp2* is expressed in the brain and in all sonic organs | We previously noted novel expression domains for cichlid *foxp2* ^1^, elaborated here (A) Expression of *foxp2* throughout the brain (regions labeled in white) and developing pharyngeal arches (labeled I – VII) at 5 days post fertilization (dpf). On the far right, white arrows indicate expression in developing ganglia in the midbrain, diencephalon, pre-optic region, and subpallium. Black arrows point to expression in pharyngeal arches II and V. (B) *foxp2* expression, along with the WNT pathway transcription factor *lef1*, in the developing dorsal and tail fins at 7 dpf. The white- and black-dashed boxes on the right-most panels are zoomed in, midline sections of the boxes on the left. Adjacent, overlapping expression of *foxp2* and *lef1* are indicative of interaction between *foxp2* and the WNT pathway ^2^. (C) and (D) show the expression of *foxp2* and *micro RNA-9* (*mir-9*). *mir-9* has been shown to regulate *foxp2* activity in vertebrates ^3^ and the anti-correlated expression patterns in cichlids suggest a similar interaction. (E) and (F) document expression of *foxp2* in the developing swim bladder at 7 and 9 dpf. The black-dashed boxed on the left panels indicate the zoomed panels on the right. *foxp2* is generally expressed in the mesenchyme within and dorsal to the swim bladder at 7 dpf (white arrows). Once the swim bladder epithelium forms by 9 dpf, *foxp2* expression is localized dorsally (white arrows). All scale bars are 100μm. Abbreviations: Rhom = Rhombencephalon, Cere = Cerebellum, Teg = Tegmentum, Tec = Optic Tectum, Ptec = Pretectum, Thal = Thalamus, Pthal = Prethalamus, Po = Pre-optic area, Hypo = Hypothalamus, Spal = Subpallium, sb = swim bladder, g = gut.

## Supplementary Figure 3

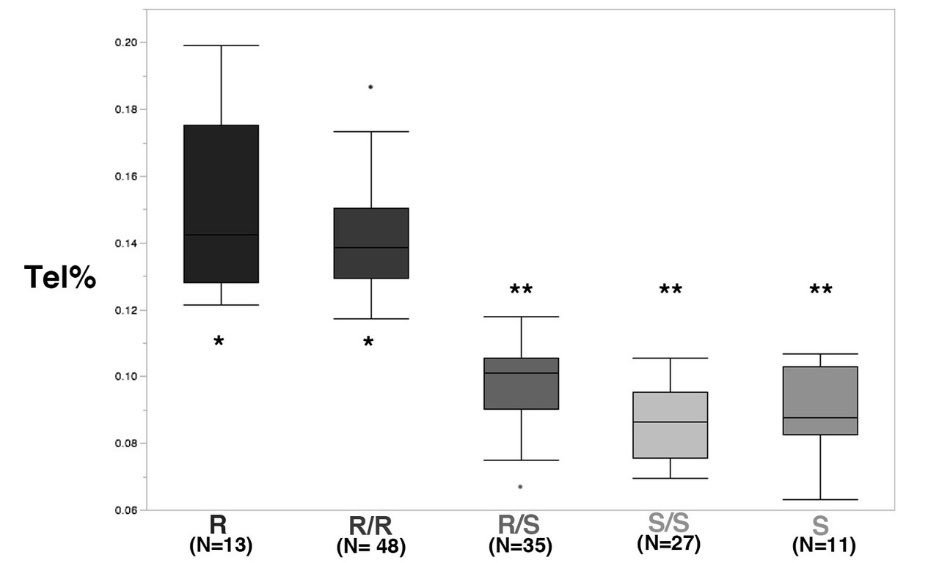

Supplementary Figure 3: The relative size of the telencephalon differs in rock-, sand- and F_2_ hybrids indexed for *irx1b* genotypes | Rock-, sand- and F_2_ hybrid individuals indexed for *irx1b* genotype were sampled at stages 12-14. We calculated the volume of the telencephalon in each individual and express this as a percentage of total forebrain volume. The rock individuals and R/R homozygotes (*) were statistically different than R/S heterozygotes, S/S homozygotes and sand individuals (**; Tukey’s test, p<0.0001). See also Figure 2.

## Supplementary Figure 4

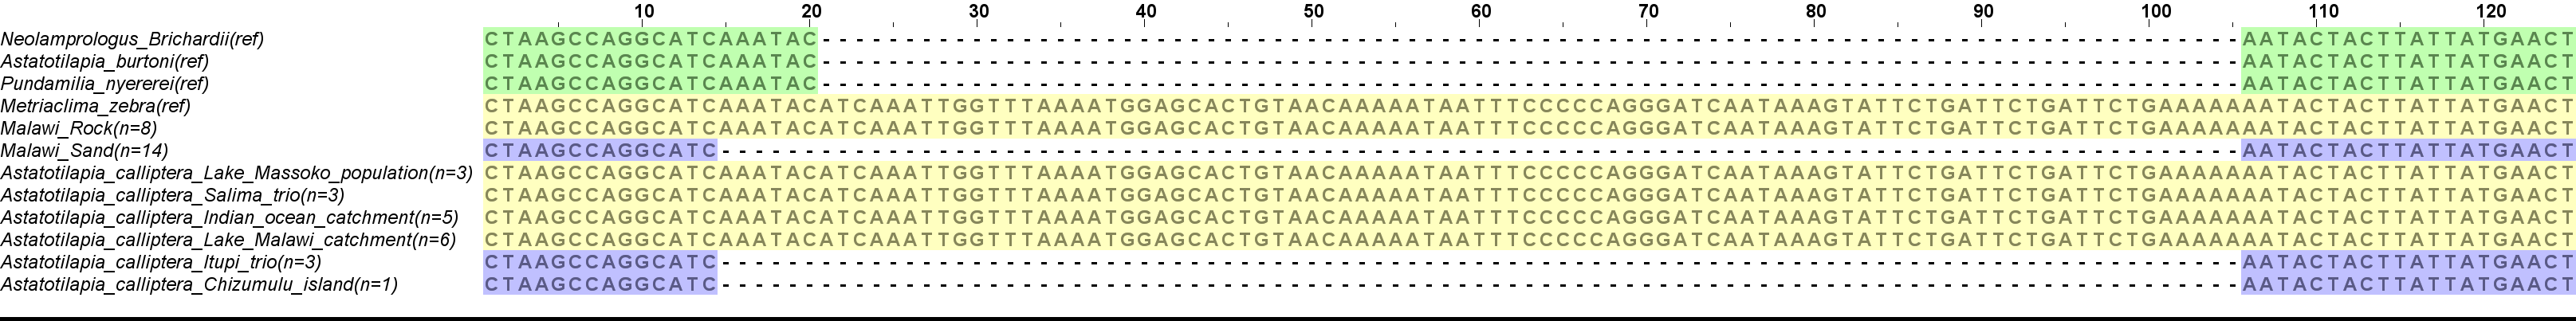

Supplementary Figure 4: Schematic of an InDel located in the 3’UTR of the Malawi cichlid *irx1b* gene drawn using Jalview 2^4^. Summary of allelic states: (1) rock-dwelling species possess an 85bp insertion (yellow) with similarity to Rex1 non-LTR retrotransposon, compared to outgroup species (shown in green); (2) sand-dwellers generally lack the insertion and exhibit a 6bp deletion (blue), compared to outgroup species. Note that *Aulonocara baenschi* is heterozygous. Most individuals of *Astatotilapia calliptera* carry the rock- insertion allele; however, individuals at Chizumulu Island and Itupi possess the sand allele.

## Supplementary Figure 5

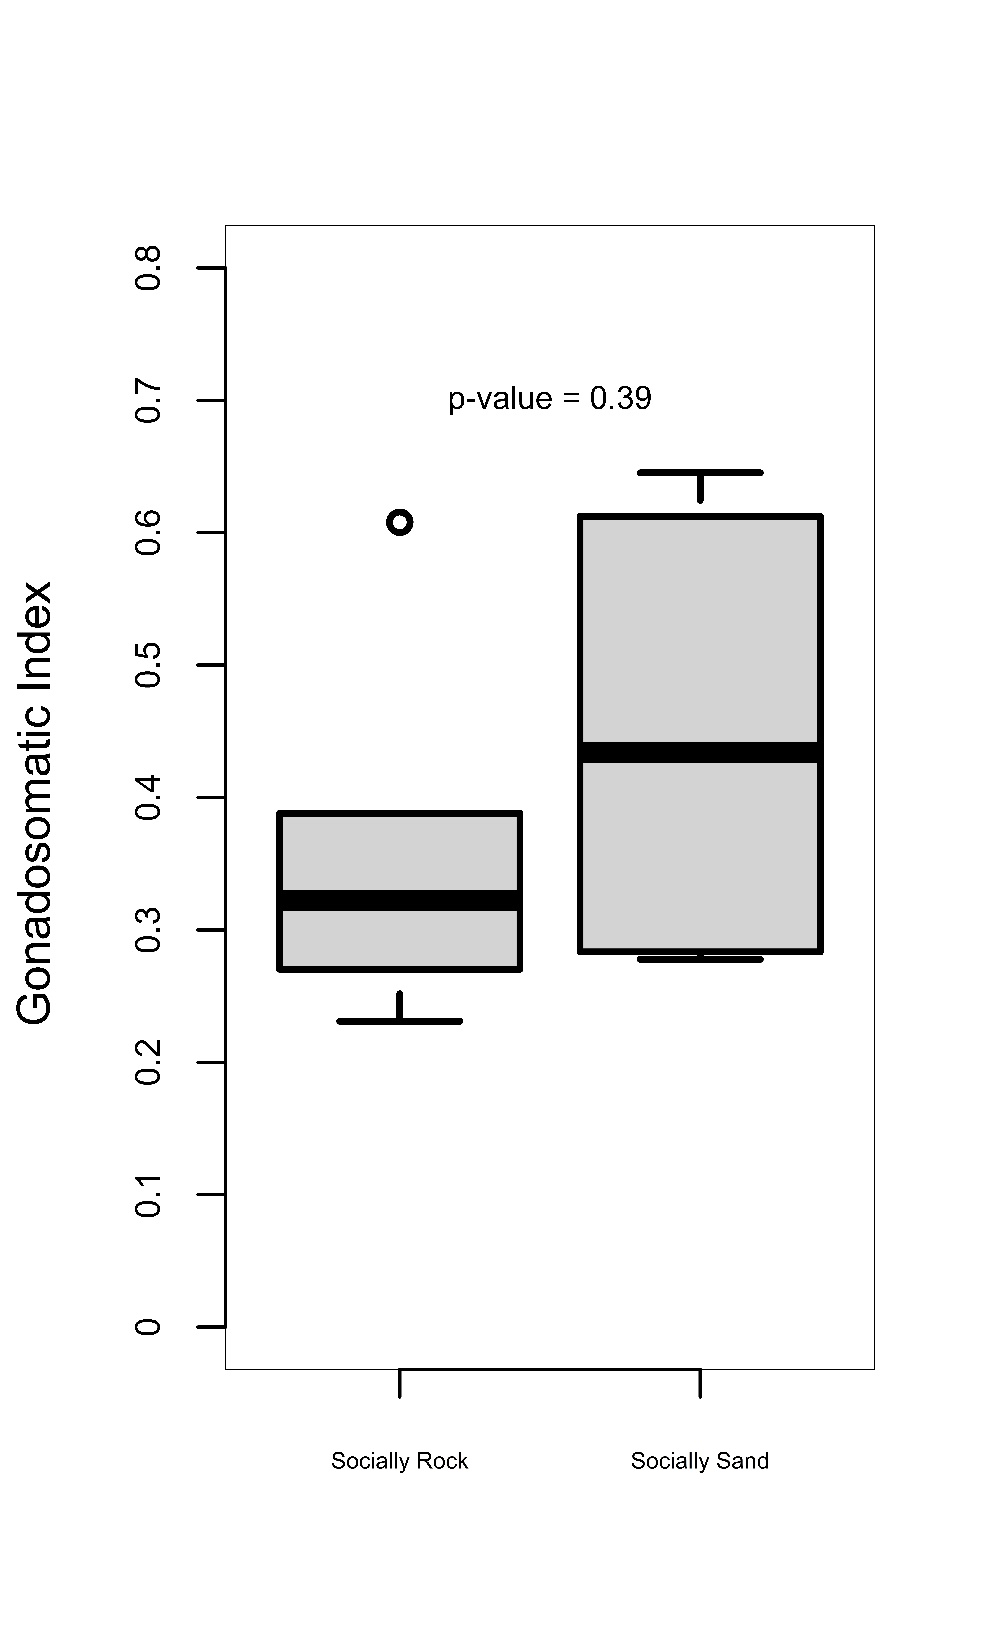

Supplementary Figure 5: Gonadosomatic index (GSI) does not differ amongst males behaving as social rock- or social sand-. See also Figure 3.

## Supplementary Figure 6

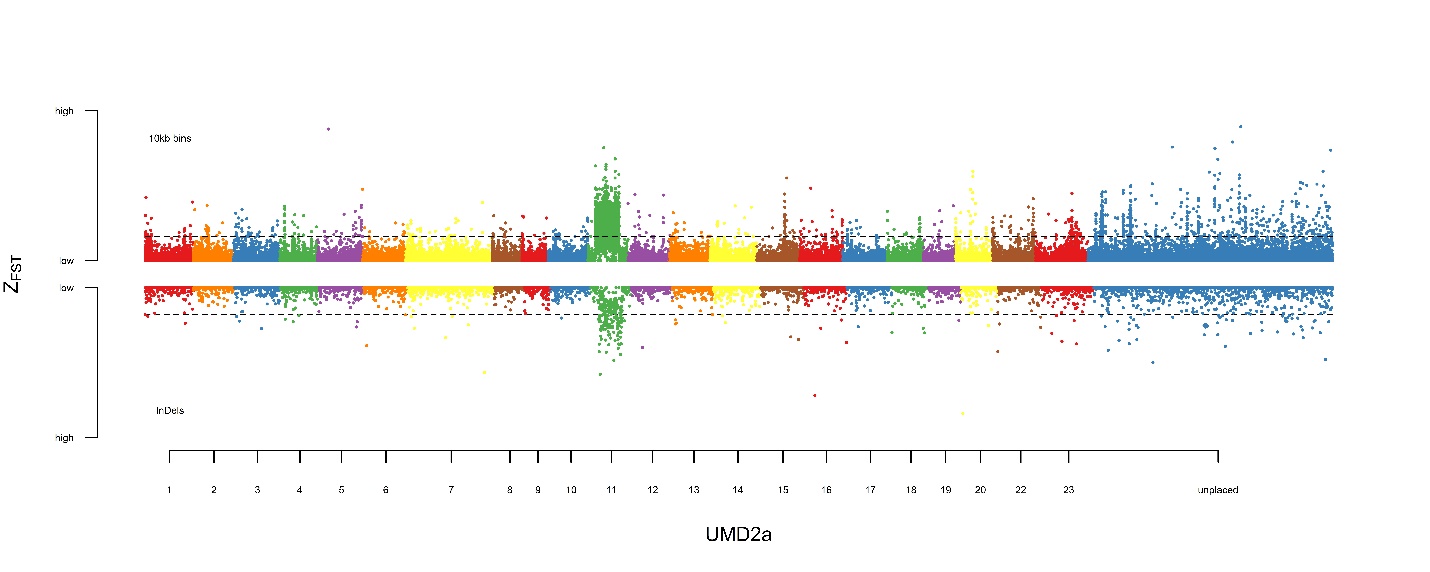

Supplementary Figure 6: Genomic differentiation amongst sand-dwelling species that construct pit vs. castle sand bowers **|** Z-F_ST_ plot (ggplot2 v3.3.3 https://ggplot2.tidyverse.org/) shows genome divergence amongst pit-digging vs. castle-building sand-dweller species, updated by mapping variants to the UMD2a reference genome (data from ^5^). Threshold lines indicate 2.5% FDR.

References

1 Bloomquist, R. F., Fowler, T. E., Sylvester, J. B., Miro, R. J. & Streelman, J. T. A compendium of developmental gene expression in Lake Malawi cichlid fishes. *BMC Dev Biol* **17**, 3, doi:10.1186/s12861-017-0146-0 (2017).

2 Bonkowsky, J. L. *et al.* Domain-specific regulation of foxP2 CNS expression by lef1. *BMC Dev Biol* **8**, 103, doi:10.1186/1471-213X-8-103 (2008).

3 Shi, Z. *et al.* miR-9 and miR-140-5p target FoxP2 and are regulated as a function of the social context of singing behavior in zebra finches. *J Neurosci* **33**, 16510-16521, doi:10.1523/JNEUROSCI.0838-13.2013 (2013).

4 Waterhouse, A. M., Procter, J. B., Martin, D. M., Clamp, M. & Barton, G. J. Jalview Version 2--a multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189-1191, doi:10.1093/bioinformatics/btp033 (2009).

5 York, R. A. *et al.* Behavior-dependent cis regulation reveals genes and pathways associated with bower building in cichlid fishes. *Proceedings of the National Academy of Sciences* **115**, E11081-e11090, doi:10.1073/pnas.1810140115 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

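Whole-brain mRNA of 10 F1 hybrid male cichlids was measured: 4 social rock males, their 4 social sand brothers and 2 lone males. The authors removed reads with a mean quality below 20 and trimmed low-quality 3' ends with the NGS QC Toolkit, aligned reads to the genome MZ_UMD2a with TopHat 2.0.9, converted alignments with samtools 0.19 and deposited raw counts of fragments per locus from HTSeq 0.6.1, 1 column for each fish. The submitters' processing notes also name edgeR 3.6.8. The annotation version, the strand setting of the counting and the treatment of fragments with several alignments are not given in the sources used here. Conditions were taken from the sample labels and the paper. Total counts ran from 206320 to 694114 per library, so genes near 10 counts in a library carry a large counting error.

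Genes were kept by edgeR's filterByExpr with its minimum of 10 counts, scaled by TMM and tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test, with 3 groups in 1 fit and no block. Called genes have a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a fold of at least 2. Distances used log2 CPM with a prior count of 2. Limma 3.58.1 and DESeq2 1.42.0 gave alternative tests, and figures were drawn with matplotlib 3.10.9. Other alternatives changed the scaling, the low-count filter, the block, the samples, the threshold and the depth. The design, the alternatives, the gene lists and the rule for named genes were fixed before the counts were opened, apart from alternatives named as added later. The rule and some of the lists, named below, were written after the paper's Table S3, which holds results on these same samples, had been seen.

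Brothers of a dyad came from 1 brood by the series' description and the legend of Fig. 3B, so brood numbers pair the libraries. Deviations from the group means correlated across genes between brothers at 0.126, 0.197, 0.0666 and 0.213 in broods 1 to 4. The means with other broods were -0.0378, -0.0686, -0.0166 and -0.0753. Deviations cancel out within a group, so these means largely follow from the values of brothers and are no separate yardstick. Genes are not independent replicates. Where the fit with brood as a block changed a call or moved a count by over 1.5 times between social sand and social rock, its value stands beside the result. For lone males its calls are not given, because lone male 5 is the only male of its brood and lone male 4 alone is compared.

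The rule for named genes took the 10 called genes with the smallest p that changed the same way in all 4 pairs, the 10 with the largest fold changes among those that did so and had a mean log2 CPM of at least 3, the first 10 genes of Table S3, the 5 genes called higher with the smallest p, up to 4 members of each list with the smallest p, and for lone males the 5 called genes with the smallest p in each direction. It also listed certain immediate early, neuropeptide and steroid genes, none of which is named in Table S3. The examples printed were picked among these after their values were seen, and a result that the rule names is not reported here. The values of Table S3 had been seen when the rule was written. The comparison of genes at 0 counts in social sand with the paper's values was changed from fitted values to lower bounds after the values were seen. The counts carry gene numbers without names. Names were taken from Table S3, of which 812 of 832 genes were used here, so 253 of the 268 called genes have names and lists cover only genes that the study itself called. The matching rule fixed earlier had left Table S3 out as a source of names, and this departs from it. The lists on synaptic vesicles, oxytocin signalling, myelin, astrocytes, heat shock proteins and DNA replication were written after Table S3 was seen. No gene named in Table S3 belonged to the lists of immediate early genes, neuropeptides, monoamines, hypothalamus, erythrocytes, endothelium, pituitary, photoreceptors, skeletal muscle or mitochondrially encoded genes. The set tests planned for the lists were not run for these reasons, nor was the correction for gene length. The counts of list members called with a library or brood left out were added after the values were seen. Chromosomal positions are not given.

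The gene-level test was tested on simulated data, counts drawn for the 7733 genes from the means, spreads and library sizes of these libraries with 200 genes changed, 10 draws per case. Against social rock, the 2 lone males gave 1.94%, 32.4% and 63.5% of 2-fold, 4-fold and 8-fold changes with 5.4 false calls per draw. Against social sand they gave 1.19%, 29.6% and 61.7% with 3.6 false calls.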

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

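The test of the 6 pairs of social rock libraries, reported first, was chosen before its result was seen, and the counts of lone males in the same fits were added after.

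Lone males differed from social sand males at 656 genes, a comparison that the paper does not describe. Between social rock and social sand 268 genes were called, but the order of these counts was not stable. It turned with brood as a replicate block and without lone male 4 or lone male 5, though each of these fits leaves a single lone male to compare. When each of the 6 pairs of social rock libraries was made a group of its own, 4, 22, 532, 9, 227 and 277 genes were called between it and social sand, where the lone males had 632, 618, 827, 827, 618 and 632 in the same fits, but 6 overlapping pairs are too few to settle what a choice of 2 libraries can give. The 3 pairs with the male of brood 4 gave the highest of these counts, 532, 227 and 277. A state that the lone males share with the social rock male of brood 4 may add to the count, and being tested alone was not separated from brood or from the small group.

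Of 140 groups of 4 libraries examined, 9 had a library set apart from the other 3, where chance gives about 7. The gap of the extreme library, as a share of its group's range of log2 CPM, was 1 for LOC101469773 (social rock 2 high), tmem106b (social sand 4 high), LOC101469665 (social sand 2 high) and irx3 (social sand 4 high), each with the other 3 libraries at 0 counts. It was 0.918 for LOC101476438 (social sand 4 high, 5.24 against 4.71 to 4.75), 0.841 for prkar1b (social sand 2 low, 4.00 against 4.42 to 4.50), 0.894 for hsp90ab1 (social sand 1 low, 6.72 against 7.91 to 8.05), 0.892 for zic1 (social sand 4 low, 5.24 against 6.45 to 6.59) and 0.838 for rps27a (social rock 4 high, 7.76 against 6.94 to 7.08).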

How the results depend on the processing

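Results marked as added were chosen after seeing the data. The count of genes called between social sand and social rock was 268. It was 299 with RLE factors, 259 with upper-quartile factors, 254 with total counts only (246 lower and 8 higher), 222 in the 8 dyad libraries alone, 311 there with brood as a replicate block, 272 with no fold limit and 201 with glmTreat against a fold of 1.2. It moved to 29 with limma-voom, 104 with limma's quality weights, 498 with DESeq2, 627 with no low-count filter, 92 with at least 10 counts in every library, 160 with at least 6 in each dyad library, 507 with brood as a replicate block, 744 with lone males counted as social rock and 144 after thinning to 206320 counts. Thinning and the stricter filters also leave fewer counts or genes to test. With brood as a replicate block, besides the genes given at the claims, the calls of LOC101481835, LOC101480409, atp5pb, LOC101480862 and LOC101477720 between social sand and social rock were gained. It changed no other call of a named gene in that comparison. Of all 66 named genes, 59 were called between lone and social sand males without the block. With it lone male 4 alone is compared, so calls for lone males are not given. Otherwise the cause was not tested. Leaving out a library or a brood gave 7 to 468, with 7, 64 and 38 genes without brood 1, 3 or 4. Added settings gave 831 (limma-voom, lone males counted as social rock, genes with a CPM above 1 in 3 libraries), 410 (the same with 3 groups), 44 (8 dyad libraries without the social rock male of brood 4) and 297 (gene32450 left out). In every one of these settings more of the called genes were lower than higher in social sand.

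Between lone and social sand males, 656 genes became 308 with limma-voom, 1121 with quality weights, 161 and 293 with the filters of at least 10 and 6 counts, 49 with brood as a replicate block, 303 after thinning and 1019 in the added limma-voom setting with 3 groups, and 133 to 937 when a library or brood was left out. The cause was not tested. Between lone and social rock males the 0 genes of edgeR became 2 with upper-quartile factors, 52 with no low-count filter, 17 with brood as a replicate block, 8 in that added setting, 3 without gene32450 (added) and 0 to 13 when a library or brood was left out. With brood as a block the comparison rests on lone male 4 alone, since lone male 5 has no brother in the data and the block absorbs it. Counts of that fit, and of fits without a lone male, are therefore left out here.

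The distance between contexts was 15.51. Over genes with at least 100 counts in every library, a bound that removes genes low in social sand, it was 0.2485. Without each brood it was 10.31 to 21.96, where 3 dyads cannot give a p below 0.1. It was 8.748 over the 500 most variable genes, 9.103 with a prior count of 10, 16.27 with total counts only, 9.05 after thinning and 0.06873 on the scale of Spearman correlation, each with p = 0.0286, the smallest that 35 splits allow. The distance between brothers, -2.215, turned to 2.833 over the 500 most variable genes and 1.619 over genes with at least 100 counts, and ranged from -7.045 to 1.315 without each brood. Its exact permutation p was between 0.0952 and 0.933 throughout. Brothers always stood in opposite contexts and other pairs did not, so neither the sign nor the p parts kinship from context. The number of libraries on their context's side puts lone males with social rock and takes the better match of clusters to contexts, so it cannot be low. From 10 of 10, it went to 9 over the 500 most variable genes, by Spearman correlation and after thinning, 7 with a prior count of 10 and with total counts only, and 6 over genes with at least 100 counts. It was 6 of 8 without brood 1, 8 of 8 without brood 2 or 3 and 7 of 7 without brood 4. The cause was not tested.

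Of 2199 values of named genes under alternatives, 1776 kept their side of the threshold and 363 lost the call, 60 gained it and 0 turned direction. The alternative that removes a gene length trend was not run, because lengths were at hand only for genes of Table S3, nor were the set tests.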

Differences from the paper's values

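The paper reports 832 genes differentially expressed between social rock and social sand males, and 268 were called here at the thresholds it states. Of the 30 alternatives set before the data were examined, 2 came within 1.5 times of the paper's count, 627 genes with no low-count filter and 744 with lone males counted as social rock, and the others did not. A setting chosen after seeing the values gave 831 genes: limma-voom with TMM, lone males counted with social rock (6 against 4) and genes with a CPM above 1 in at least 3 libraries. It called all 812 of the paper's genes used here and dropped 0 of them, with log2 fold changes within 5e-06 of the paper's. The gap between 268 and 832 genes thus goes with the test, the grouping and the filter. The paper's text names limma-voom but does not state that filter or, outright, that grouping. It does describe the behavior of the lone males as social rock, and the sample labels give it as rock-like.

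For LOC101474427 the paper lists a log2 fold change of -4.15411, and the fitted value here was -6.818 (standard error 1.24). The gene had 0 counts in all 4 social sand libraries, so the counts bound it only at 11-fold lower at least. The limma-voom setting with lone males counted with social rock, chosen after seeing the values, gave -4.154, and limma-voom, set before, -3.852.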

Other observations

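Tests on strand, on thinning as the whole cause and on gene32450 were chosen after the values were seen, and those on splits, library size and differences within social rock before.

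Glial genes were lower in social sand brains along with the synaptic ones. All 9 astrocyte and radial glia genes named in Table S3 were called lower (9 when adjusted over the list alone), among them LOC101478721 (NDRG2), from 428 ± 213.9 to 87.98 ± 32.98 CPM, and clusterin (clu), from 347.4 ± 186.2 to 92.23 ± 43.23 (SD, n = 4 each). Of 5 genes of myelin and oligodendrocytes, 3 were called lower and 2 were not (5 lower when adjusted over the list alone). Myelin protein zero (mpz) went from 1378 ± 587.2 to 423 ± 114.4 CPM and myelin basic protein (LOC101487221) from 728.7 ± 248.7 to 263.2 ± 82.75 (SD, n = 4 each). Of 6 cytosolic ribosomal protein genes, 2 were called lower (6 when adjusted over the list alone), as were 1 of 6 genes of oxidative phosphorylation (6 over the list alone), with LOC101474979 (cytochrome b-c1 complex subunit 6) at 115.3 ± 80.31 and 9.941 ± 9.1 CPM in social rock and social sand (SD, n = 4 each). Without the social rock male of brood 4 or the social sand male of brood 1, 4 of the 9 astrocyte genes and 3 of the myelin genes were called, and without both males of brood 1, 0 of either. With brood as a block 4 ribosomal protein and 5 oxidative phosphorylation genes were called. The ribosomal count was 1 without the social rock male of brood 1 or 4 or the social sand male of brood 1. Oxidative phosphorylation genes came to 3 without the social rock male of brood 2 and to 2 without the social rock male of brood 3 or the social sand male of brood 4. Myelin genes came to 5 without the social rock male of brood 2. The 1 gene of the leukocyte list, ncf4, was called higher, though Table S3 gives SH3D19 as its human counterpart. The 1 gene of the ependymal list, LOC101485530, was called lower. The study chose these genes on the same samples, so they are not independent evidence.

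Social rock libraries differed among themselves along the genes that separate the contexts. The median log2 CPM of the 243 genes called lower in social sand was 6.85, 6.31, 6.56 and 7.49 in social rock males 1 to 4, 4.74, 5.24, 5.05 and 5.24 in social sand males 1 to 4, and 7.22 and 7.21 in lone males. Social rock male 2 had the most counts, 694114, and the lowest of the social rock medians.

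Chance was tested as the source of the 268 genes called between social sand and social rock. Of all 35 splits of the 8 dyad libraries, 1, the real one, gave as many, and the highest other called 6. These splits argue against chance, but they set the pairing of brothers aside. The 7 others that part all 4 pairs called 0, but with the real one they are too few for a share under 5%. Social sand libraries were also the smallest, and after thinning to 206320 counts a median of 144 genes were called (119 to 175 in 11 draws), which spans 134, the bound of 50% of 268 set beforehand, so a part played by library size cannot be told apart from the context; library size as the whole cause is argued against by the lowest draw, 119 against 6, a bound chosen later. Differences between 2 social rock males correlated across genes with the difference of social sand from the other 2 at -0.289 to 0.427 (median absolute value 0.251), but the simulated counts set against this held independent genes and no such differences, so the test decides nothing. A factor that also varies between males of 1 context, such as RNA quality, dissection or a behavioral state, cannot be told apart from the context and stays open. Nor can body size, since the paper reports that the larger brother was always the social rock male. Counting on the wrong strand stays open as well, since the kit is stranded, the setting is not given in the sources used here, and the median of 416553 counts per library cannot be set against the number of aligned fragments.

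The locus gene32450, singled out after its values were seen and without a name in Table S3, took 10.3% to 16.7% of all counts in the broods other than brood 4, but 0.0511% in the social rock and 0.11% in the social sand male of brood 4. Their lone brother had 5.14% (exact 95% interval 5.07% to 5.22%, counting error only). The lone brother's share lies below all other broods, the first bound set, which is consistent with a variant in brood 4 that reduces alignment to the reference. It is also 46.7 times the higher share of the dyad, past a second bound of 10 times added once the first had been met, which argues against a variant carried alike by all 3 brothers, and a variant carried by some of them remains possible. Both bounds were written with the values known, and without this locus 297 genes were called between social sand and social rock.

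Fold changes of lone and of social sand males, both against social rock, correlated at -0.171 across genes, where unchanged groups simulated against the same social rock libraries gave 0.354 (0.323 to 0.386 in 100 draws). The covariance was -0.138 against a simulated 0.163, a difference of -0.301, and with the social rock libraries split 2 and 2 the correlation lay between -0.512 and -0.0249. Genes are not independent replicates. The simulated genes were drawn independently, so the simulated range is too narrow to judge the observed values. No conclusion on opposite changes in lone and social sand males is drawn from this comparison.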
